# Visceral Peritoneum Hyperpigmentation in Chickens Is Associated with *DCT* Expression

**DOI:** 10.3390/ani15213076

**Published:** 2025-10-23

**Authors:** Xu Dong, Qingchun Liu, Jiabao Xing, Guodong Mo, Muyang Li, Qinghua Nie, Jingting Shu, Zhenhui Li

**Keywords:** HVP, *DCT*, melanin, melanocytes, single-cell sequence

## Abstract

**Simple Summary:**

Some chickens develop dark pigmentation inside their abdomen, known as hyperpigmentation of the visceral peritoneum. This condition lowers the visual quality of the meat, reduces its market appeal, and leads to economic losses for the poultry industry. It is especially common in certain native Chinese chicken breeds. While it is known that pigment-producing cells are involved, the exact cause of this abnormal coloring is unclear. In this study, we used advanced genetic and cellular tools to understand the condition. We discovered that the dark patches are caused by a natural pigment called melanin, and a gene named *DCT* plays a key role in producing this pigment. When this gene becomes overactive, it causes pigment cells to grow and produce more melanin than usual. We also identified a specific genetic change in *DCT* that can help the poultry industry identify birds more likely to develop this condition. Our findings provide a practical solution to reduce the occurrence of this trait through selective breeding. This can improve carcass quality, reduce waste, and increase profitability. Overall, the study helps us better understand how pigmentation works in animals and offers a clear path to improving meat quality in poultry production.

**Abstract:**

Hyperpigmentation of the visceral peritoneum (HVP) is a pigmentation abnormality in chickens that adversely affects carcass appearance, consumer acceptance, and poultry production. However, the genetic basis of HVP remains unclear. To investigate the causes and regulatory mechanisms of HVP, we employed high-performance liquid chromatography (HPLC), bulk RNA sequencing (RNA-seq), qRT-PCR, Western blotting, and siRNA interference. Additionally, single-cell RNA sequencing (scRNA-seq) was used to examine gene expression at the cellular level. Anatomical examination and hematoxylin and eosin (HE) staining revealed melanin deposition in the peritoneum of HVP-affected chickens. Spectrophotometric analysis at 500 nm showed significantly higher absorbance in the HVP group (*p* < 0.05), which correlated with the degree of pigmentation. HPLC confirmed the pigmentation as eumelanin, based on the pyrrole-2,3,5-tricarboxylic acid (PTCA) peak. RNA-seq identified 61 differentially expressed genes. Functional studies showed that dopachrome tautomerase (*DCT*) overexpression, combined with L-tyrosine (L-Tyr) supplementation, significantly increased melanin content (*p* < 0.05) and promoted melanocyte proliferation. In contrast, *DCT* silencing reduced melanin secretion and inhibited cell growth. ScRNA-seq analysis of over 9700 high-quality cells identified distinct melanocyte clusters, with *DCT* expression approximately 2.5-fold higher in melanocytes from the HVP group compared to the normal group. Furthermore, a *DCT* polymorphism (g.147917398 C > T) was identified as a potential marker for genetic selection (*p*-values = 0.033). These findings demonstrate that HVP is driven by *DCT* overexpression and excessive eumelanin deposition. *DCT* could serve as a molecular marker for genomic selection to improve poultry carcass quality and reduce economic losses in the poultry industry.

## 1. Introduction

Hyperpigmentation of the visceral peritoneum (HVP) is a quantitative trait in broiler chickens, predominantly observed in Chinese yellow-feathered breeds, particularly Huiyang Bearded Chickens [1]. Studies have demonstrated a negative genetic correlation between HVP and immune traits, such as antibody response to Newcastle disease virus (genetic correlation, rg = −0.42), suggesting that birds exhibiting HVP may have compromised immune function [1]. Additionally, HVP has been significantly associated with reduced body weight at multiple growth stages (21, 42, 70, and 91 days), indicating its broader effects on overall productivity [2]. A recent investigation reported that among 900 Huiyang Bearded Chickens at 120 days of age, approximately 37.25% exhibited visible HVP [3], further emphasizing the prevalence of this trait in commercial populations.

Although no evidence to date suggests that consumption of hyperpigmented carcasses poses health risks to humans, HVP negatively affects carcass uniformity and perceived quality, thereby diminishing market value and intensifying economic losses. As a complex trait, HVP is influenced by genetic, nutritional, physiological, environmental, and pharmacological factors [4,5]. However, moderate to high heritability estimates (h^2^ = 0.33–0.452) suggest that genetic factors play a dominant role in determining HVP expression [1,2].

Melanin, the pigment responsible for coloration in animals, is produced by melanocytes and exists primarily in two forms: eumelanin and pheomelanin [6,7]. Pigment cells are known to influence skin and feather coloration, and disturbances in melanin regulation have been linked to pigmentation disorders [8]. In birds, the genetics and physiology of melanin synthesis have been well studied in skin and feather pigmentation. A well-known example of extreme hyperpigmentation is found in Silkie chickens [9,10], which exhibit fibromelanosis (FM), a phenotype driven by the endothelin 3 (*EDN3*) locus and other regulatory elements, including the sex-linked inhibitor of dermal melanin (ID), inherited in a Mendelian semi-dominant manner [11,12,13]. Histological studies have identified melanosome-like granules in the visceral peritoneum of chickens affected by HVP [14,15,16,17,18], indicating active melanin biosynthesis at this site.

In response to these gaps in knowledge and the urgent need to reduce HVP incidence in poultry production, this study employed an integrative multi-omics approach. By combining bulk RNA sequencing (RNA-seq), single-cell RNA sequencing (scRNA-seq), and molecular validation, we identified eumelanin accumulation as the primary cause of HVP in Huiyang Bearded Chickens. Our results demonstrate that differential expression of the dopachrome tautomerase (*DCT*) gene plays a key regulatory role in HVP development. These findings not only advance our understanding of non-dermal melanogenesis in birds but also identify a specific SNP locus significantly associated with HVP traits, the *DCT* polymorphism (g.147917398 C > T, as detailed in Supplementary File S1), which provides valuable molecular targets for selective breeding strategies aimed at improving carcass quality and production efficiency.

## 2. Materials and Methods

### 2.1. Ethics Statement

All experimental animal procedures were approved by the Institutional Animal Protection and Utilization Committee of South China Agricultural University (approval ID: 2023g021, approval date: 21 November 2023). The animals involved in the study were treated humanely.

### 2.2. Experimental Animals

All animals used in this study were purchased from Huizhou Longmen Sanhuang Chicken Breeding Co. (Huizhou, China). A total of 60 female Huiyang Bearded chickens, aged 40 days, were randomly selected for slaughter and tissue sampling. Prior to slaughter, the chickens were humanely stunned using an electroshock bath to ensure they were unconscious. They were then euthanized by severing the jugular vein and carotid artery on one side of the neck, ensuring a quick and painless death. After slaughter, the visceral peritoneum was collected for phenotypic evaluation, with samples placed on ice. Three samples each from normal peritoneum and hyperpigmented peritoneum were preserved in 4% paraformaldehyde. The remaining peritoneal tissues, along with other collected tissues such as skin, internal organs, and muscle, were frozen in liquid nitrogen and stored at −80 °C for further analysis.

Additionally, 347 female Huiyang Bearded chickens, aged 40 days and from the same batch, were selected for live phenotypic characterization of the visceral peritoneum. Among these, 162 chickens exhibited normal peritoneum, while 185 showed hyperpigmented peritoneum. Blood samples were collected via venipuncture from each chicken, and DNA was extracted for Sanger sequencing to provide genotypic data for SNP loci analysis.

For primary melanocyte isolation, Silkie chicken eggs at 20 days of embryonic development were used. In addition, three 40-day-old female Silkie chickens were slaughtered to separate the peritoneum and used as the positive control group in the detection of melanin content.

### 2.3. Hematoxylin and Eosin Staining

The fresh normal peritoneum and hyperpigmented visceral peritoneum tissues were fixed in 4% paraformaldehyde at 4 °C for 24 h, and then dehydration and paraffin embedding were carried out by the gradient alcohol method as follows: Place the dehydration cassette into a dehydration machine and proceed with a sequential gradient dehydration using alcohol solutions. This involves a 4 h incubation in 75% alcohol, followed by 2 h in 85% alcohol, 2 h in 90% alcohol, 1 h in 95% alcohol, a 30 min immersion in absolute ethanol I, another 30 min immersion in absolute ethanol II, a 5 to 10 min immersion in alcohol–benzene, two 5 to 10 min immersions in xylene I and xylene II, respectively, and finally, a 1 h incubation at 65 °C for each of paraffin I, paraffin II, and paraffin III. After trimming, place the wax-soaked tissue in a −20 °C cryostat for cooling. Subsequently, position the cooled wax block in a paraffin microtome for slicing at a thickness of 4 μm. The tissue sections will float in a water bath at 40 °C to flatten them. Lift the tissue sections onto glass slides and then bake them in a 60 °C oven. After the water and wax have dried, remove the sections and store them at room temperature for staining.

### 2.4. High-Performance Liquid Chromatography Detection

For the preparation of peritoneal samples and melanin standards, the crushed bearded chicken peritoneum was measured. Specifically, phosphate buffer and 2% by mass of papain and trypsin were added based on the sample’s mass (3 mL of phosphate buffer and the corresponding amount of enzyme per 1 g of sample). The mixture was then stirred for enzymatic digestion at 55 °C for 24 h, followed by centrifugation. The supernatant was discarded, and the precipitate was rinsed multiple times with petroleum ether, anhydrous ethanol, and distilled water. Vacuum drying was performed to obtain crude melanin from the bearded chicken peritoneum.

The crude melanin was dissolved in 10 mL of 1 mol/L K_2_CO_3_ solution, to which 0.5 mL of 30% H_2_O_2_ was added, and the reaction was carried out in boiling water for 20 min. The solution was then cooled under running water, and the reaction was terminated by adding 0.6 mL of 10% Na_2_SO_3_ solution. The pH was adjusted to 1.0 by adding 6 mol/L HCl. Extraction with 40 mL of ether was performed, retaining the organic phase, and repeating the process twice. The solution was left in a fume hood overnight. It was later dissolved and passed through a 0.45 μm organic filter membrane to obtain the sample solution for testing.

The chromatography conditions were as follows: chromatographic column: LAEQ-462571 Athena C18 liquid chromatographic column (4.6 × 250 mm, 5 μm); mobile phase: 0.1% chromatographic-grade formic acid: chromatographic-grade methanol = 6:4; elution rate: 0.6 mL/min; elution temperature: 30 °C; detection wavelength: 269.8 nm; injection volume: 20 μL each time.

### 2.5. Spectrophotometric Detection

The peritoneum was ground into a fine powder and then underwent vacuum freeze-drying to produce a dry substance. An exact amount of 0.1 g of the sample was blended with 1 mL of Soluene-350 and ddH2O in a 9:1 (*v/v*) ratio. This mixture was sealed and submerged in a boiling water bath at 100 °C. Once the solution achieved a complete yellow coloration, it was promptly extracted and inserted into a Nanodrop 2000 spectrophotometer (Thermo Fisher Scientific, Wilmington, DE, USA) to determine the absorbance value at 500 nm (A500). The melanin content of the tissue samples was subsequently compared based on the magnitude of absorbance.

### 2.6. Total RNA Extraction and RNA-Seq

The total RNA was extracted from both the HVP sample and the normal sample using Trizol Reagent (Invitrogen, Carlsbad, CA, USA) in accordance with the manufacturer’s recommended protocol. Subsequently, the integrity of the RNA was assessed through agarose gel electrophoresis, while the RNA concentration and purity were determined using a NanoDrop 2100 (Thermo Fisher Scientific, Fremont, CA, USA). High-quality RNA obtained from this process was utilized in the construction and sequencing of transcriptome libraries. To elaborate further, the total RNA transcriptomic libraries were constructed employing the TruSeqTM Stranded Total RNA Library Prep Kit (Illumina, San Diego, CA, USA) for Illumina sequencing. The samples were subsequently subjected to sequencing on the Illumina HiSeq platform with PE150 paired reads. To ensure data quality, the resulting fastq reads were scrutinized using FastQC v0.11.9 (Babraham Bioinformatics, Cambridge, UK). Subsequently, they were aligned to the reference genome using Bowtie2 v2.4.2 with default settings. The generated SAM files were then converted to BAM format using SAMtools 1.11. For transcriptomic analysis, Feature Counts 2.0.1 was employed to acquire the raw gene counts.

### 2.7. Tissue Dissociation and Preparation of Single-Cell Suspensions

In this experiment, we selected a total of 20 Huiyang Bearded chickens, all 40 days old, including 10 with normal peritoneum and 10 with hyperpigmented visceral peritoneum. All procedures strictly followed ethical guidelines for animal welfare. Prior to slaughter, the chickens were humanely stunned using an electrical water bath to ensure unconsciousness, followed by exsanguination through severing the jugular vein and carotid artery on one side of the neck to ensure a quick and painless death. Subsequently, the peritoneal tissues were promptly excised using surgical scissors. The excised tissues underwent immediate rinsing, being submerged 2–3 times in pre-chilled 1 × PBS maintained at 4 degrees Celsius on ice. They were then transferred to 1.5 mL centrifuge tubes. Next, the tissues were finely minced into small pieces, approximately 0.5 mm^2^ in size, using surgical scissors. These mince specimens were incubated for 30 min on a constant-temperature shaker at 37 °C, utilizing a solution of 0.1 mg/mL collagenase 1 (Invitrogen). The termination of the digestion process was initiated as soon as the digestive solution turned turbid and the tissue mass dissolved. This was achieved by introducing a complete culture (Dulbecco’s modified Eagle medium, DMEM) containing 10% fetal bovine serum (Gibco, Carlsbad, CA, USA). The resulting suspension was subsequently filtered through a 40 µm cell sieve, and the cells were collected through centrifugation (5 min at 1000 rpm, 4 °C). After discarding the supernatant, a 1 mL re-suspension solution (pre-chilled PBS containing 1% bovine serum albumin) was introduced into the centrifuge tube to re-suspend the cells. Subsequently, 3 mL of pre-chilled erythrocyte lysis solution (Sorvall) was added and evenly mixed through pipetting.

Following a 5 min incubation at 4 °C, the mixture underwent immediate centrifugation at 4 °C (1000 rpm) for an additional 5 min. The supernatant was discarded once more, and a 1 mL re-suspension solution (pre-chilled 1 × PBS) was added to achieve full cell re-suspension. Cell quality was evaluated using a cell counter, with cell concentration being adjusted to a range of 700–1200 cells/μL based on the quality assessment results. Cell viability was assessed using AO/PI dual fluorescent dye (Countstar Rigel S2) to ensure that cell activity exceeded 90%, with agglomeration being less than 15%.

Once the final cell concentration and activity met the specified criteria, the cells were maintained on ice and used in a single-cell transcriptome chip-on-board experiment within 30 min, utilizing the 10× Genomics platform.

### 2.8. Single-Cell RNA Sequence Library Preparation and Sequencing

In compliance with the manufacturer’s instructions provided for the Chromium Next GEM Single Cell 3’ Reagent Kit v3.1 (10× Genomics, Pleasanton, CA, USA), we proceeded with the construction of single-cell sequencing libraries. To elaborate on the process, the cell suspension was loaded onto the Chromium Next GEM Chip G, and the Chromium Controller was operated to generate single-cell gel beads in emulsions (GEMs), as per the manufacturer’s recommendations. The captured cells were lysed, and the released RNA was barcoded through reverse transcription within individual GEMs. This procedure resulted in the production of barcoded, full-length cDNA, and the subsequent library construction adhered to the manufacturer’s protocol.

Subsequently, the Qubit 4.0 was employed to measure the concentration of cDNA products and libraries, while the Agilent 2100 was utilized to assess the integrity of the cDNA libraries. Additionally, RT-qPCR was performed to precisely quantify the effective concentration of the libraries. Once the libraries successfully passed the inspection process, sequencing was executed using the Illumina NovaSeq 6000 platform, targeting a minimum sequencing depth of 50,000 reads per cell. The sequencing was carried out by Biomarker Technologies Corporation (performed by Biomarker Technologies Corporation, Beijing, China).

### 2.9. Processing of Single-Cell RNA-Seq Data

We processed our data using 10× Cell Ranger (v7.1.0) following these steps: First, raw sequencing data (BCL) was demultiplexed into FASTQ files with “cellranger mkfastq”. These FASTQ files were then used for comparison, filtering, and UMI counting with “cellranger count”, referencing the Gallus gallus genome (GRCg7b). Notably, mitochondrial gene annotations had to be added manually.

### 2.10. Differentially Expressed Gene (DEG) Analysis and Gene Ontology Enrichment Analysis

We processed the sequenced single cells by log-transforming expression data and filtering to retain cells expressing more than 1000 genes. Genes expressed in at least three single cells with an expression level >1 were considered. After filtering, we retained 4746 cells from the normal peritoneum group and 5053 cells from the HVP group for analysis. Using Seurat (v3.2.2), we identified the top 2000 highly variable genes for further analysis. Differential expression analysis was performed using FindAllMarkers to identify DEGs within each cluster and FindMarkers to compare two clusters. In order to realize unsupervised clustering and cell type identification, we perform the RunPCA function for dimensionality reduction in Principal Component Analysis (PCA). To determine the dimensionality of the dataset, we chose the number of PCs by the JackStraw function to obtain a data matrix that contains most of the information of the original data and found that using the first 20 PCs for dimensionality reduction clustering was the optimal choice for this experiment by calculation. First, FindNeighbors was used to calculate the nearest neighbor distance, and then Clustree, FindClusters and other functions were used to select the best resolution. It was found that when resolution >0.2, different clusters will have more entanglement under different resolutions. Then, RunUMAP and RunTSNE were used for further dimensionality reduction for clustering, and finally, the function DimPlot was used to visualize the cell clustering.

After the clustering process described above, the cell clusters underwent dimensionality reduction and were divided into unsupervised categories. The “FindMarkers” function was used to compare each cluster with all other cells (min. pct = 0.25, logfc. threshold = 0.25), enabling identification of differential marker genes. The resulting table presented the differential genes for each cluster. We first used Single R (2.2.0) for primary annotation, then employed online resources CellMarker (CellMarker (xbio. top)) and PanglaoDB (PanglaoDB—a Single-Cell Sequencing Resource for Gene Expression Data) to identify cell classes and finalize cell type annotation. See Table S5 for marker genes used in this study.

### 2.11. RNA Extraction, cDNA Synthesis, and Quantitative Real-Time PCR (RT-qPCR)

Total RNA was isolated from the peritoneum using RNAiso (Takara, Otsu, Japan) following the manufacturer’s instructions. Subsequently, reverse transcription was carried out employing HiScript Q-RT SuperMix for qPCR (+gDNA wiper) from Vazyme (Nanjing, China) to synthesize RNA into cDNA. The RT-qPCR analysis was conducted using an ABI 408 Quant Studio 5 instrument (Thermo Fisher Science, Fremont, NY, USA), and ChamQ Universal SYBR qPCR Master Mix from Vazyme (Nanjing, China) was utilized to measure the expression levels of mRNA. Data analysis of the results was performed using the 2^−ΔΔCt^ method to determine the relative gene expression. The primers used for the real-time quantitative polymerase chain reaction were designed using Premier Primer 5.0 software (PREMIER Biosoft, Palo Alto, CA, USA). Table S6 provides a list of the primers used in the quantitative polymerase chain reaction.

### 2.12. Primary Melanocyte Culture and Purification

Peritoneal tissues from 20 embryonic-aged Silkie chickens were isolated on sterile forceps using autoclaved surgical equipment, and then the peritoneum was placed in pre-warmed PBS at 37 °C and washed to remove contaminants. Then, the peritoneal tissues were completely crushed with sterile forceps. The minced peritoneal tissues were digested in a constant-temperature incubator at 37 °C for 60 min using 2U/mL Dispase II (Coolaber, Beijing, China) and 0.25% trypsin digestion solution (mixing ratio is 1:1). When the tissue fragments became flocculent, high-glucose DMEM (Gibco) containing fetal bovine serum (FBS) 10% (*v/v*) and 0.2% (penicillin/streptomycin) was added to terminate the digestion. The digested suspension was then filtered through 70 µm and 40 µm strainers and centrifuged at 1000× rpm for 10 min, respectively. The precipitated cells were seeded uniformly in cell culture dishes by blowing with melanocyte medium (Procell, Wuhan, China) within a 5% CO_2_, 37 °C incubator. When the melanocytes grew to 70–80% confluence, adherent purification was performed using 0.25% trypsin-EDTA (Gibco) for 7–8 min at 37 °C in a 5% CO_2_ incubator to eliminate the interference of other cells.

### 2.13. Dopa Staining

Melanocytes from the 5th generation, in the logarithmic growth phase, were cultured in 6-well plates at 37 °C in a 5% CO_2_ environment until they reached approximately 70% confluence. Following this, the culture medium was removed, and the cells were washed with PBS, undergoing gentle agitation for 5 min on a decolorization shaker. This process was repeated three times. After removing the PBS, a 4% paraformaldehyde cell fixative was applied and left overnight at 4 °C. Subsequently, the fixative was discarded, and the cells were subjected to three PBS washes. Upon completion of the washing steps, the cells were treated with a 3,2-dihydroxy-1-1 phenylalanine incubation solution and incubated for 30 min at 37 °C while protected from light exposure with tin foil. The initial incubation solution was replaced with a fresh batch, and the cells were further incubated at 37 °C under tin foil until the solution turned brownish black. A 0.1% Nuclear Solid Red staining solution was then applied, and staining was carried out for 10 min at room temperature. After rinsing the staining solution with distilled water, images were captured using an inverted microscope (TE2000-U; Nikon, Tokyo, Japan).

### 2.14. Immunofluorescence

When melanocytes in a 6-well plate reached 80–90% confluence, the culture medium was removed, and the cells were washed with PBS. They were gently agitated on a decolorization shaker for 5 min, repeating this step three times. The cells were then fixed with 4% paraformaldehyde overnight at 4 °C. Afterward, the fixative was removed, and the cells underwent three PBS washes. To enable permeabilization, 0.1% TritonX-100 was applied for 1 h, followed by three 5 min PBS washes. The cells were subsequently blocked with 1% BSA at 25 °C for 1 h. After aspirating the liquid, 600 μL of primary antibody (dilution ratio: MITF at 1:500) was added, and the cells were incubated for 20 h at 4 °C. The primary antibody was aspirated and removed, and the cells underwent three PBS washes. A secondary antibody was introduced, and the cells were incubated for 1 h at 25 °C, while being protected from light. Following this, the secondary antibody was aspirated and removed, and the cells were subjected to three PBS washes. Finally, Hoechst33342 staining solution was applied, and the cells were incubated in the dark for approximately 10 min. After three PBS washes, the cells were observed under an inverted fluorescence microscope (DMi8; Leica, Wetzlar, Germany).

### 2.15. Transmission Electron Microscopy

Melanocytes from the 5th generation were trypsin-digested, with digestion cessation achieved by adding complete medium and subsequent centrifugation at 1000 r/min for 10 min. Following the removal of the supernatant, cells were resuspended and mixed in complete medium. This mixture was once more subjected to centrifugation at 1000 r/min for 10 min. Melanocytes were then fixed using 2.5% glutaraldehyde for ultrastructural observation [19].

### 2.16. Cell Transfection

All transient cell transfections in this study were conducted once the cells reached 60–80% confluence, following the manufacturer’s instructions for the Lipofectamine 3000 reagent (Invitrogen). The nucleic acids were diluted using OPTI-MEM medium (Gibco). For siRNA transfection, the final concentration used was 100 nM. (si-*DCT* Sequences (5′–3′): CTCCTGTAACCAATGATCA).

### 2.17. Western Blotting

The total protein from melanocyte cells was extracted using ice-cold radioimmunoprecipitation (RIPA) lysis buffer (Beyotime, Shanghai, China) with 1 mM phenylmethyl sulfonyl fluoride (Beyotime, Shanghai, China). Proteins were separated using a 10% SDS-PAGE gel and then transferred to a polyvinylidene fluoride (PVDF) membrane (Bio-Rad, Hercules, CA, USA). After blocking for 30 min, the membrane was incubated with either anti-DCT (1:1000, Bioworld, Irving, TX, USA) or anti-GAPDH (1:2000, Bioworld, USA) at 4 °C for 12 h. The membranes were then incubated with an anti-rabbit secondary antibody (1:10,000). Chromogenic reactions were carried out using the ECL Peroxidase Color Development Kit (Beyotime, Shanghai, China), following the manufacturer’s protocol. The visualization of protein bands was performed using the Odyssey instrument (Li-cor, Lincoln, NE, USA).

### 2.18. Cell Supernatant Melanin Content Assay

Cells were prepared for the relevant experiments, and the cell supernatant was collected after 48 h for melanin content analysis. The melanin assays were conducted strictly according to the instructions provided with the Chicken Melanin ELISA Kit (MEIBIAO BIOLOGY, Shanghai, China).

### 2.19. Cell Counting Kit 8 Assay

In this experiment, 4th-generation melanocytes in the logarithmic growth phase were treated with 0.25% trypsin (Gibco). Subsequently, the cells were evenly distributed in 96-well cell culture plates and incubated at 37 °C in a 5% CO_2_ environment. When cell growth reached 60–70% confluence, they were transfected with either an overexpression plasmid or siRNA, and a blank control was established. Following transfection, 10 µL of CCK-8 reagent (Biosharp Life Sciences, Beijing, China) was added to each well, and the cells were incubated for an additional 2 h. The absorbance at 450 nm was measured using a Microplate Reader Model 680 (Bio-Rad, Berkeley, CA, USA). OD values at 450 nm were determined at 12 h, 24 h, 36 h, and 48 h after a 24 h transfection period.

### 2.20. Statistical Analysis

In this study, all results were shown as mean ± S.E.M with 3–6 independent replications. An independent sample *t*-test was used to test the statistically significant difference between groups. Chi-squared test was used to calculate significant difference for polymorphism to compare allele frequency and genotype distribution between normal peritoneum and HVP. We considered *p* < 0.05 to be statistically significant. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001, ns: not significant.

## 3. Results

### 3.1. Identification of the Formation Causes and Composition of HVP

To investigate the variations in HVP formation during early growth stages, we selected individuals with identical lineage and age that were reared under standardized environmental conditions, including uniform temperature (25 ± 1 °C), humidity (60 ± 5%), lighting (16 h light/8 h dark), and a nutritionally balanced commercial diet with ad libitum access to feed and water. Anatomical examination of Huiyang Bearded Chickens revealed clear variations in visceral peritoneum pigmentation. As shown in Figure 1a–c, the degree of peritoneal pigmentation ranged from normal to progressively darker hyperpigmented phenotypes. Hematoxylin and eosin (HE) staining further confirmed the presence of irregular black deposits in the peritoneal interstitial tissue of HVP-affected chickens (Figure 1e, red arrows), which were absent in normal tissues (Figure 1d). To assess the presence of eumelanin, we followed a previously reported method [20,21] and measured the absorbance of the peritoneal samples at 500 nm using a spectrophotometer. Silkie feathered chickens were used as a positive control. The results showed a significant positive correlation between absorbance and the degree of peritoneal pigmentation (Figure 1f), with the HVP group exhibiting significantly higher absorbance values than the normal group (*p* < 0.05). High-performance liquid chromatography (HPLC) analysis was performed to determine the chemical nature of the pigmentation. The extracted pigment from HVP samples exhibited the same characteristic absorption peak at 21 min as the eumelanin standard (Figure 1g–i), confirming that the pigmentation was indeed eumelanin. A minor additional peak observed between 5 and 7 min in both normal and HVP samples was attributed to incomplete separation during processing.

Collectively, these results demonstrate that peritoneal hyperpigmentation in Huiyang Bearded Chickens is caused by excessive deposition of eumelanin.

### 3.2. RNA-Seq Analysis and Validation of Differential Gene Expression

To investigate the genetic regulation of hyperpigmentation in Huiyang Bearded Chickens, we classified the animals into two groups based on their peritoneal pigmentation: the normal peritoneum group and the hyperpigmented (HVP) group. A total of 17,490 genes were detected, with 61 differentially expressed genes (DEGs) identified between the two groups (Table S4). Subsequent filtration led to the identification of 20 upregulated DEGs and 41 down-regulated DEGs in HVP groups relative to the normal group across the three replicates (Figure 2a and Figure S2a). Gene expression patterns were consistent within each group but differed between groups (Figure 2b, Table S4).

Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses revealed significant enrichment of biological processes and pathways related to pigmentation, such as melanogenesis, tyrosine metabolism, and metabolic pathways (Figure 2c,d). Collectively, these findings suggested potential correlations between the identified DEGs and HVP.

Expression verification of six key genes involved in melanin synthesis showed significant upregulation of *TYR*, *TYRP1*, *DCT*, and *EDNRB* in the HVP group compared to the normal group (*p* < 0.05, Figure 2e–j). Conversely, *FZD* expression was significantly reduced in the HVP group (*p* < 0.01), consistent with our transcriptomic data. Notably, the gene encoding *DCT* appears to be one of the key enzymes in eumelanin synthesis and was highly expressed in abdominal fat, spleen, cerebellum, and peritoneum (*p <* 0.05, Figure 2k).

### 3.3. Melanocyte Identification

To confirm the purity of the isolated melanocytes, their growth was monitored for 72 h post-isolation (h.p.i.). At 12 h.p.i., cells exhibited multicellular characteristics, which then matured by 24 h.p.i., with melanocytes aggregating and condensing into bundles (Figure 3a,b). Significant melanocyte proliferation and the onset of melanin deposition occurred by 48 h.p.i., with substantial melanin visible in the culture medium by 72 h.p.i. (Figure 3c,d). After purification, melanocytes displayed prominent brown or black pigmentation by Dopa staining, confirming high purity (Figure 3e). Immunofluorescence assays using microphthalmia-associated transcription factor (*MITF*) confirmed melanocyte identity by detecting red fluorescence within the cells (Figure 3f). Transmission electron microscopy revealed distinct melanocyte organelles (Figure 3g, red arrows pointing). RT-qPCR of cultured melanocytes showed the expression of melanin synthesis markers, which were absent in DF-1 cells (Figure 3h and Figure S2b). Additionally, the 72 h growth curve of melanocytes demonstrated exponential growth from 36 h.p.i. (Figure 3i).

### 3.4. Functional Analysis of the DCT Gene in Melanocytes

To investigate the biological role of *DCT* in melanocytes, we constructed a PCDNA3.1-DCT overexpression vector. Following transfection, *DCT* mRNA expression was significantly increased (*p* < 0.05, Figure 4a), and *DCT* protein levels were confirmed by Western blotting (*p* < 0.01, Figure 4b,c). However, overexpression of *DCT* did not result in any significant alteration in the melanin content of the supernatant in melanocytes (Figure 4d). We hypothesized that this lack of effect could be due to the limited availability of L-tyrosine, a precursor for melanin biosynthesis. To test this, we supplemented the culture with exogenous L-tyrosine (L-Tyr, 10^−9^ M), which significantly increased melanin content (*p* < 0.05, Figure 4e). Additionally, *DCT* overexpression combined with L-Tyr supplementation further enhanced melanin levels in the supernatant (Figure 4e). RT-qPCR confirmed that *DCT* expression was significantly upregulated following tyrosine supplementation (Figure 4f). Furthermore, CCK-8 and EdU staining assays showed that *DCT* overexpression promoted melanocyte proliferation (Figure 4h,i).

To validate our hypothesis, we employed siRNA to interfere with *DCT* gene transcription (Figure 5). Initially, we assessed the efficiency of this interference approach through RT-qPCR and Western blotting (Figure 5a–c). Both mRNA and the protein expression level of *DCT* were significantly reduced following *DCT* silencing (*p* < 0.01). Subsequent analysis of melanin in the cell supernatant revealed a marked decrease in melanin secretion post-silencing of the *DCT* gene (Figure 5d). Moreover, exogenous addition of L-Tyr after si-*DCT* transfection led to a significant increase in melanin synthesis. However, in the absence of functional *DCT* gene expression, the additional supplementation of L-Tyr remained ineffective, highlighting the crucial role of *DCT* in modulating melanin secretion by melanocytes. Additionally, CCK-8 assessment assays and Edu staining assays confirmed that silencing *DCT* suppressed melanocyte proliferation (*p* < 0.01, Figure 5e–g).

### 3.5. Single-Cell Transcriptome Sequencing Analysis of Peritoneal Tissue

To investigate cellular heterogeneity and the molecular profile of melanocytes in normal and HVP, we performed single-cell transcriptomics (Figure 6a). 

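In droplet-based single-cell RNA sequencing, the transcripts of each cell receive a cell barcode and a unique molecular identifier (UMI), so that copies made by amplification are counted once. Peritoneal tissue of 10 birds per group, aged 40 days, was dissociated, and the data of each group form 1 library made with the 3' chemistry of 10× Genomics. The birds within a library cannot be told apart, so each group is a single sample without replicates. The authors counted UMIs with Cell Ranger (v7.1.0) against the chicken genome GRCg7b, to which mitochondrial genes were added manually, and the deposited values are UMI counts of 29558 genes without normalization. The library labelled HVP held 36100448 UMIs in 7157 barcodes, with a median of 4701 UMIs and 1821 genes per barcode. A total of 26865572 UMIs in 6981 barcodes was counted in the library labelled Normal, with a median of 3280 UMIs and 1451 genes. The paper gives its sequencing depth in reads per cell, whereas all values here use UMIs.

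The labels used here are the titles of the libraries. For each library, the names of its own files give the opposite group, so both libraries were compared with the paper's Table S5. The copy used here holds the first 1998 rows of each sheet, and 4834 further rows of the normal sheet and 4175 of the HVP sheet were not used. The adjusted p-values of Table S5, divided by the raw ones, place 20357 genes in the paper's normal group and 20219 in its HVP group. Genes found in at least 3 of all barcodes numbered 20360 in the library labelled HVP and 20219 in the library labelled Normal, so no choice of cells can bring the latter to 20357. With barcodes of more than 200 genes, a limit chosen after seeing the data, the numbers were 20357 and 20219. The number 20219 was also reached by the library labelled HVP with more than 1000 genes per barcode. In a further comparison without the melanocyte genes, the share of kept cells with a gene had to lie, within 0.0005, between the shares that Table S5 gives inside and outside its cluster. This held for 1234 of 1992 rows of the normal sheet in the library labelled HVP and for 602 in the library labelled Normal. For the HVP sheet it held for 1723 and 1820 rows, respectively. With 300 to 4000 genes and under 5% mitochondrial UMIs it held for 1969 and 528 rows of the normal sheet and for 1593 and 1986 rows of the HVP sheet. For the HVP sheet the order was the opposite with more than 500 genes, at 1803 and 1196 rows, and without a limit on genes, at 1761 and 1005 rows. It was also the opposite with more than 200 genes, where the gene numbers matched, at 1769 and 1023 rows. Another filter, chosen after seeing the data, kept 4746 and 5048 cells, close to the paper's cell numbers. It took 200 to 4000 genes and under 8% of UMIs in consecutive identifiers around the mitochondrial genes. With it the shares held for 1527 and 500 rows of the normal sheet and for 1684 and 1774 rows of the HVP sheet. Its gene numbers, 19217 and 19169, were not those of Table S5. The numbers of cells matched neither group under the limits set in advance, so the rule that all comparisons must point the same way was not met. The libraries therefore keep their labels. The library labelled HVP matched the paper's normal group, and the library labelled Normal its HVP group, in the number of genes, in the shares for the normal sheet under every filter, and in those for the HVP sheet under some filters. Read by the labels alone, each direction between the libraries would be the opposite.

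Cells with more than 1000 genes were kept, as the methods state. Each library was clustered on its own with Seurat from 2000 variable genes and 20 principal components at a resolution of 0.2, and *DCT*, *TYR*, and *TYRP1* were left out of the variable genes because they are compared. UMIs were summed over the cells of a class and scaled to the total UMIs of these cells (counts per 10⁶, CPM). Because cells are not replicates, no test was made between the libraries. The 95% intervals, exact Poisson for sums, Clopper-Pearson for shares, and conditional binomial for ratios, cover counting error only, and ratios between libraries are of the library labelled Normal over the library labelled HVP.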

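Of the barcodes in the library labelled HVP, 5866 had more than 1000 genes (82.0%, 95% interval 81.1 to 82.8). The same limit kept 5464 barcodes of the library labelled Normal (78.3%, 77.3 to 79.2). The numbers depended most on a limit on mitochondrial UMIs. With 300 to 4000 genes and under 5% mitochondrial UMIs, the limits read by eye from the axes of Fig. S3 and Fig. S4, 3686 and 3726 cells were left in the library labelled HVP and the library labelled Normal, respectively. In a setting chosen after seeing the data, mitochondrial content was counted over 37 genes with consecutive identifiers, of which 13 carry a mitochondrial symbol. With more than 200 and fewer than 4000 genes and under 8% of UMIs in these 37 genes, 4746 and 5048 cells were left. Doublets, droplets with more than 1 cell, were called by Scrublet in 5 of all barcodes of the library labelled HVP (0.0699%), where the caller has to be regarded as not having worked, and in 155 of the library labelled Normal (2.22%). They were kept.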

After rigorous cell filtration, we obtained 4746 high-quality cells from the normal peritoneum group and 5053 cells from the HVP group (Figures S3–S5). 

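Clusters were named from fixed marker genes, without *DCT*, *TYR*, and *TYRP1*, when at least 3 markers of a type were each at least 2 times as abundant as in the other cells and present in at least 10% of the cluster's cells. By this rule, 14 clusters of the library labelled HVP fell into 12 named classes and 1 unnamed cluster. The 12 clusters of the library labelled Normal gave 9 named classes, and 2 clusters stayed unnamed. Fibroblast-like cells were the largest class, with 1410 cells (24.0%, 95% interval 22.9 to 25.2) in the library labelled HVP and 1539 cells (28.2%, 27.0 to 29.4) in the library labelled Normal, in each case from more than 1 cluster. The largest single cluster was blood endothelial-like, with 1102 cells (18.8%, 17.8 to 19.8) and 1359 cells (24.9%, 23.7 to 26.0), respectively. A limit of 5% on mitochondrial UMIs would keep only 12.7% and 28.0% of these endothelial-like cells, and with 300 to 4000 genes and this limit the class made up 5.37% and 12.1% of the cells. Tenocyte-like, pericyte-like, and smooth muscle-like cells followed with 14.4%, 11.4%, and 5.80% in the library labelled HVP and 9.00%, 9.04%, and 12.2% in the library labelled Normal. Mesothelial-like, melanocyte-like, Schwann-like, and satellite cell-like cells each made up under 2% of both libraries. Myeloid-like, T cell-like, and lymphatic endothelial-like clusters were named in the library labelled HVP. In the library labelled Normal, a cluster of 337 cells carried myeloid and T cell markers together and stayed unnamed, as did 352 cells with under 3 counted markers. The unnamed cluster of the library labelled HVP, 1004 cells, had only 2 counted fibroblast markers, and at a resolution of 0.5 the fibroblast-like share of this library was 36.0%. No cluster was named as adipocytes, chondrocytes, neurons, mast cells, B cells, skeletal muscle, or erythroid cells. Because the clusters were formed in each library separately and names were set on them afterwards, their sizes are not compared between the libraries.

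**Figure D1:**
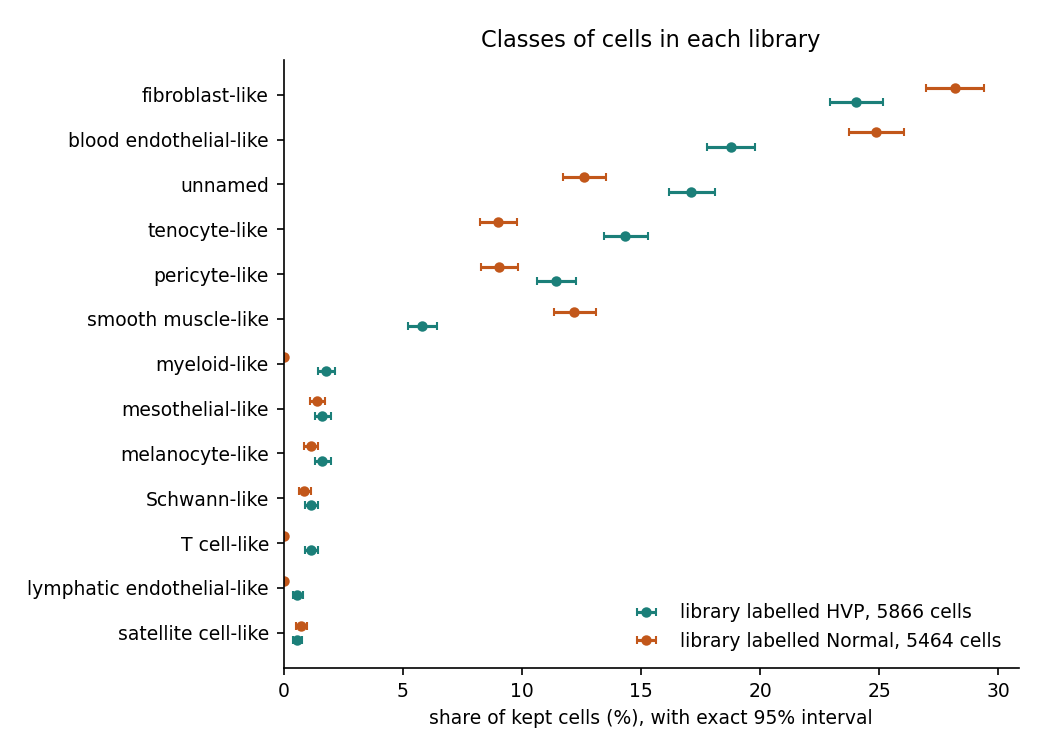
Share of kept cells in each class (percent, x axis) for the library labelled HVP (teal, 5866 cells) and the library labelled Normal (orange, 5464 cells), where points are shares and bars their exact 95% intervals. Fibroblast-like cells hold the largest share in each library, at 24.0% and 28.2%, and classes at 0 in the library labelled Normal are those for which no cluster could be named.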

Unsupervised clustering analysis and UMAP identified 10 distinct cell types in the normal group and 9 in the HVP group, with melanocytes identified by the *DCT* gene in both groups and fibroblasts being the predominant cell type (Figure 6b–e). Focusing on *DCT* gene expression, we identified melanocyte clusters (cluster 7 for the normal group and cluster 6 for the HVP group), with 93 melanocytes from the normal group and 76 melanocytes from the HVP group (Figure 6f). 

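Without *DCT* as a criterion, 1 cluster of each library was named melanocyte-like. It held 95 cells in the library labelled HVP, which matched the paper's normal group, and 62 cells in the library labelled Normal, which matched its HVP group. These were 1.62% (95% interval 1.31 to 1.98) and 1.13% (0.871 to 1.45) of the kept cells, and no direction is drawn from them. The same 10 of 13 markers, *PMEL*, *MLANA*, *SOX10*, *TRPM1*, *GPNMB*, *OCA2*, *MLPH*, *KIT*, *EDNRB2*, and *MITF*, met the naming rule in both clusters. UMIs of at least 3 markers were found in 94 of the 95 cells and in 62 of the 62 cells. Defined by these UMIs alone, without clusters, 100 and 75 cells were melanocyte-like. In the library labelled HVP the number was moved most by the filter of 300 to 4000 genes and under 5% mitochondrial UMIs, to 62 cells, and in the library labelled Normal by a limit of more than 500 genes, to 79 cells. The former filter left 63 cells in the library labelled Normal, 1.69% of its cells. The genes that set the clusters furthest apart from the other cells were *SLC38A11*, *CRPL1*, *SLC6A15*, *EDNRB2*, and *MLPH* in the library labelled HVP and *MLANA*, *TYRP1*, *CRPL1*, *SLC6A15*, and *GPNMB* in the library labelled Normal. They were picked by this contrast and are not results of a comparison. *TYRP1* is among them although it was used neither to form nor to name the clusters. *CRPL1* was the most abundant of them, with 28057 CPM in the melanocyte-like cells and 6.15 CPM in the other cells of the library labelled HVP, and 47549 and 16.4 CPM in the library labelled Normal.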

Violin plot analysis of the entire cell landscape revealed a significant increase (*p* < 0.01) in *DCT* expression abundance in the HVP group compared to the normal group (Figure 6g).

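*DCT* (ENSGALG00010005140) is a protein-coding gene on chromosome 1 of GRCg7b, from 146473230 to 146498707. Over all kept cells, it had 119 UMIs in the library labelled Normal, which matched the paper's HVP group, and 64 UMIs in the library labelled HVP, which matched its normal group. These were 4.77 CPM (95% interval 3.95 to 5.71) and 1.86 CPM (1.43 to 2.38), a ratio of 2.57 (1.88 to 3.53). Of these UMIs, 93.3% and 93.8%, respectively, lay in the melanocyte-like cells. Within the melanocyte-like cells, *DCT* had 111 UMIs among 218660 in the library labelled Normal and 60 among 405361 in the library labelled HVP. This was 508 CPM (418 to 611) against 148 CPM (113 to 191), and the ratio of 3.43 (2.48 to 4.78) exceeded 1 by more than counting error. The alternatives that moved it most were the filter of 300 to 4000 genes and under 5% mitochondrial UMIs, at 5.36 (3.35 to 8.96), and thinning to 1000 UMIs per cell, at 2.07 (1.12 to 3.89). The difference has no replicate check, since each group is 1 library.

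When each cell was thinned to 2000 UMIs, 39.3% of 61 melanocyte-like cells of the library labelled Normal (95% interval 27.1 to 52.7) and 14.9% of 94 of the library labelled HVP (8.39 to 23.7) had a *DCT* UMI, with 1 shallower cell left out of each. Without thinning, 31 of 62 cells and 18 of 95 cells (18.9%) had a *DCT* UMI, at medians of 3391 and 3840 UMIs per cell. Blood endothelial-like cells, which should lack *DCT*, gave the background of free RNA. A *DCT* UMI was found in 3 of 1359 of these cells in the library labelled Normal (0.221%, median 4225 UMIs) and in 0 of 1102 in the library labelled HVP (median 4058.5 UMIs). A count of 0, taken to allow 3 counts, allows a share of up to 0.272%, and its Clopper-Pearson interval ends at 0.334%. Cells with a *DCT* UMI carried 3.58 and 3.33 such UMIs on average, a comparison that taking only cells with at least 1 UMI makes more alike.

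**Figure D2:**
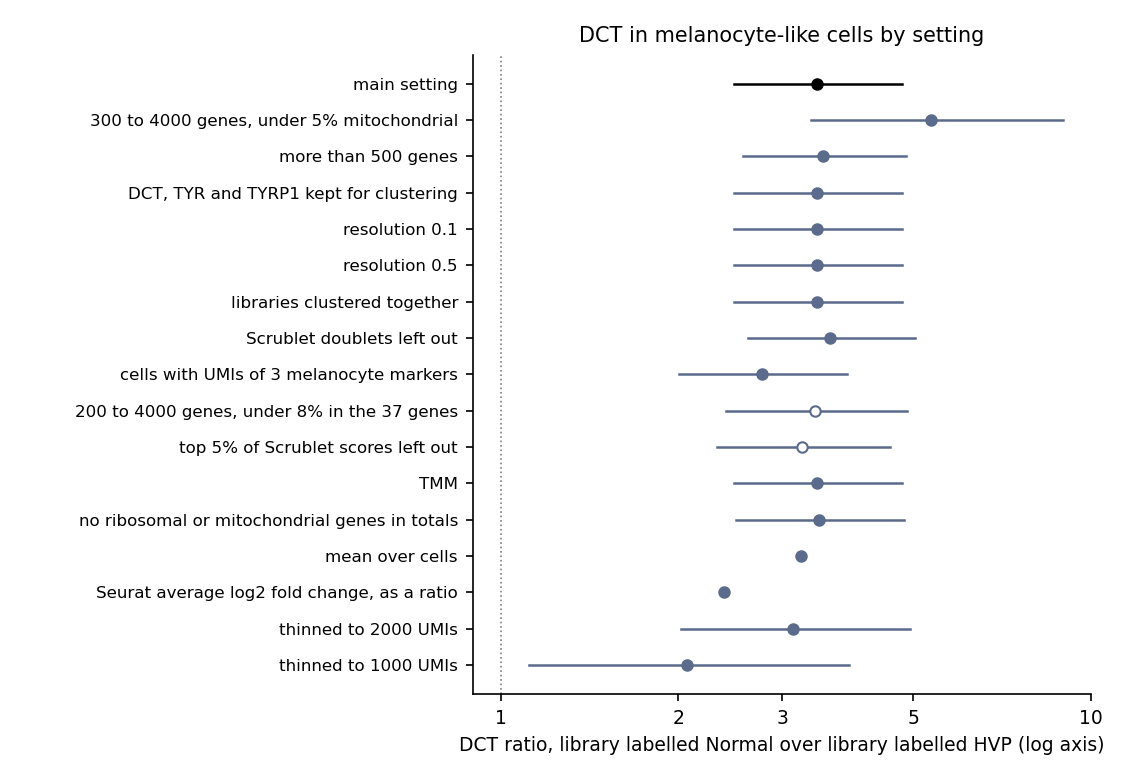
Ratio of *DCT* CPM in melanocyte-like cells, library labelled Normal over library labelled HVP (x axis, logarithmic), in the main setting (black) and under each alternative (blue), where lines are 95% counting intervals and the dotted line marks a ratio of 1. Open circles are settings chosen after seeing the data, the mean over cells and the Seurat value have no interval, and the ratio stays above 1 from 2.07 to 5.36.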

KEGG analysis of differentially expressed genes (DEGs) in the HVP group implicated their involvement in signaling pathways related to melanin production, such as melanogenesis and the Wnt signaling pathway (Figure 7a). Additionally, KEGG and GO terms for DEGs within cluster 6 (i.e., melanocytes) of the HVP group suggested their impact on the melanogenesis pathway, ECM–receptor interaction, and the GnRH signaling pathway (Figure 7b,c). 

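No pathway database was used here, so KEGG terms were not recomputed, and gene lists fixed in advance were compared between the melanocyte-like cells of the libraries. A list of 15 pigment genes without *DCT*, *TYR*, and *TYRP1* had 12 members with at least 10 UMIs. Their median log2 ratio was 0.25 (95% interval from redrawn counts 0.10 to 0.46) toward the library labelled Normal, which matched the paper's HVP group, and 9 of the 12 lay above 0. This median lay at percentile 96.6 among 10000 random lists of the same size and expression. The percentile was 83.0 with at least 50 UMIs per gene and 100 with 300 to 4000 genes and under 5% mitochondrial UMIs. Most members of the list are also markers by which the cells were found. The members moved apart, from *PMEL* at a ratio of 6.50 (5.58 to 7.61) down to *MLPH* at 0.791 (0.693 to 0.901) and *SOX10* at 0.697 (0.467 to 1.02). Of 15 genes of the Wnt pathway, 7 had at least 10 UMIs. Their median log2 ratio between the libraries was -0.15 (-0.68 to 0.11), at percentile 44.0 among random lists, so no difference of the list was detectable at this depth.

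Among 2211 genes with at least 50 UMIs in the melanocyte-like cells, the median log2 ratio was -0.03. The 5 highest ratios were those of *PMEL* (747 against 213 UMIs), *TYR*, *TMEM164* at 4.12 (2.31 to 7.63), *TTR* at 3.91 (3.18 to 4.83), and *DCT*. *PMEL* (ENSGALG00010024745, chromosome 34, 1339431 to 1343416) had 3416 CPM in the library labelled Normal and 525 CPM in the library labelled HVP. The lowest ratios were those of *EBF2* at 0.103 (0.0273 to 0.275), *IL17REL* at 0.157 (0.0492 to 0.388), ENSGALG00010000005 at 0.176 (0.147 to 0.211), *SLC23A2* at 0.179 (0.0634 to 0.413), and ENSGALG00010000003 at 0.182 (0.144 to 0.227). *EBF2*, *IL17REL*, and *SLC23A2* rest on 4, 5, and 6 UMIs in the library labelled Normal, and with cells defined by UMIs of at least 3 markers *EBF2* was at 0.377 (0.218 to 0.623) and *SLC23A2* at 0.383 (0.218 to 0.641). Both genes without a symbol belong to the 37 consecutive identifiers around the mitochondrial genes, and the former was also lower in all other kept cells of that library, at 0.532.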

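In the library labelled Normal, which matched the paper's HVP group, the melanocyte-like cells were set against all other kept cells for lists fixed in advance. The extracellular matrix (ECM) list holds mainly matrix genes, such as *COL1A1*, *COL1A2*, *COL3A1*, *FN1*, and *SPARC*. These collagen genes were also fibroblast markers, so low values against other cells that include fibroblast-like ones were likely beforehand. The list is not the paper's ECM-receptor term, whose enrichment was not recomputed. Its 15 genes made up 0.488% of UMIs in the melanocyte-like cells and 5.38% in the other cells. None of them was higher in the melanocyte-like cells, and their median log2 ratio was -3.25 (95% interval from redrawn counts -3.54 to -2.99), below all 10000 random lists of the same expression. With 300 to 4000 genes and under 5% mitochondrial UMIs, this median was -3.75. For the 15 genes of the Wnt list the median was -0.27 (-0.53 to -0.08), lower than nearly all random lists, with 6 genes above 0. The 69 ribosomal protein genes, another term of the figure, made up 14.0% of UMIs in the melanocyte-like cells and 9.16% in the other cells, with a median log2 ratio of 0.59 (0.57 to 0.64).

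Between the melanocyte-like cells of the libraries, the median log2 ratio of the ECM genes was -1.17 (-1.43 to -0.84), with 1.22% of UMIs in the library labelled HVP. Free RNA from other cells was not separated from these values. Of the collagen genes *COL1A1*, *COL1A2*, and *COL3A1* together, blood endothelial-like cells held 2081 CPM in the library labelled Normal and 3799 CPM in the library labelled HVP, a ratio of 0.548 (0.536 to 0.559), in which their own expression and free RNA are not separated. The median log2 ratio of the 67 ribosomal protein genes with at least 10 UMIs was 0.19 (0.18 to 0.26) between the libraries, where they made up 11.6% of UMIs in the library labelled HVP. The GnRH signaling pathway was not analysed here.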

Finally, we quantified the expression level of genes involved in melanogenesis (i.e., *DCT*, *TYR*, and *TYRP1*), revealing an approximate 2.5-fold increase in expression (Figure 7d). Collectively, these analyses corroborated that the characteristic of HVP is attributable to the upregulation of *DCT*, *TYR*, and *TYRP1* genes.

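*TYR* (ENSGALG00010007864) lies on chromosome 1 of GRCg7b from 187752871 to 187810203 and *TYRP1* (ENSGALG00010014092) on chromosome Z from 31227860 to 31238589. Fig. 7d concerns cluster 6 of the HVP group, so the melanocyte-like cells of the library labelled Normal, which matched this group, were first set against its other kept cells. There were 111 *DCT*, 69 *TYR*, and 107 *TYRP1* UMIs in the melanocyte-like cells and 8, 9, and 4 UMIs in all other kept cells. In CPM, the melanocyte-like cells were higher by a ratio of 1568 (95% interval 769 to 3722) for *DCT*, 866 (431 to 1974) for *TYR*, and 3023 (1147 to 11296) for *TYRP1*. A value in the form of Seurat's average log2 fold change was computed here without Seurat's own function. It takes the mean over cells of UMIs per 10000 in each class and adds 1 to each mean. This value, which is compressed for genes with few UMIs, was 2.66 for *DCT*, 2.13 for *TYR*, and 2.68 for *TYRP1*. These are ratios of 6.33, 4.37, and 6.40 on that scale.

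Between the melanocyte-like cells of the libraries, *TYR* had 316 CPM (246 to 399) in the library labelled Normal and 76.5 CPM (52.0 to 109) in the library labelled HVP, which matched the paper's normal group. The ratio of 4.13 (2.66 to 6.52) exceeded 1 by more than counting error and ranged from 2.45 for Seurat's value to 6.38 with cells thinned to 1000 UMIs. *TYRP1* had 489 CPM (401 to 591) against 326 CPM (272 to 386), a ratio of 1.50 (1.15 to 1.95) that rests on 107 and 132 UMIs. Its interval reached 1 when cells were defined by UMIs of at least 3 markers, at 1.19 (0.915 to 1.55), and when cells were thinned to 1000 UMIs, at 1.63 (0.968 to 2.75).

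**Figure D3:**
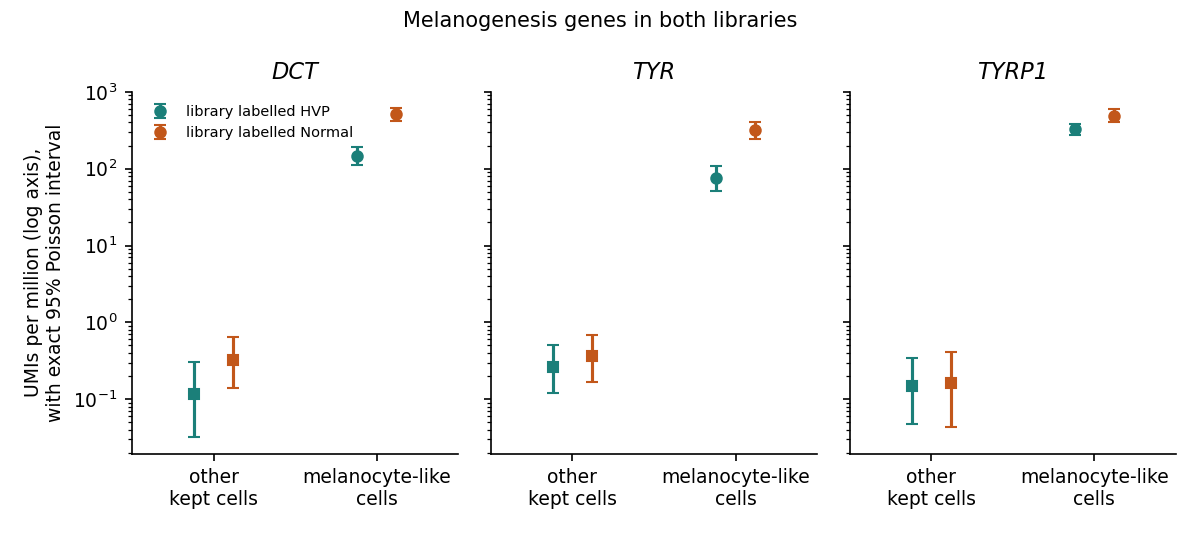
CPM (y axis, logarithmic) of *DCT*, *TYR*, and *TYRP1* in other kept cells (squares) and melanocyte-like cells (circles) of the library labelled HVP (teal) and the library labelled Normal (orange), with exact Poisson 95% intervals as bars. In the melanocyte-like cells the intervals of the libraries lie apart for *TYR*, at 76.5 and 316, and come close for *TYRP1*, at 326 and 489.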

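Over all kept cells, *TYR* had 3.13 CPM (95% interval 2.47 to 3.91) in the library labelled Normal, which matched the paper's HVP group, and 1.16 CPM (0.831 to 1.58) in the library labelled HVP, a ratio of 2.69 (1.82 to 4.04). *TYRP1* had 4.45 CPM (3.66 to 5.36) and 3.98 CPM (3.34 to 4.71), and its ratio of 1.12 (0.862 to 1.45) did not differ from 1 beyond counting error. As a mean over cells, in which each cell weighs the same, the *TYRP1* ratio was 0.987. With 300 to 4000 genes and under 5% mitochondrial UMIs it was 1.67 (1.24 to 2.25), with an interval above 1. At 2000 UMIs per cell, a *TYR* UMI was found in 39.3% of melanocyte-like cells in the library labelled Normal (27.1 to 52.7) and in 9.57% in the library labelled HVP (4.47 to 17.4). For *TYRP1* these shares were 36.1% (24.2 to 49.4) and 21.3% (13.5 to 30.9), with overlapping intervals. Without thinning, 46.8% and 12.6% of melanocyte-like cells had a *TYR* UMI and 48.4% and 29.5% a *TYRP1* UMI. In blood endothelial-like cells, each of these genes was found in 1 cell of each library. From the higher *DCT* signal in the HVP group, the pathways of its differentially expressed genes, and the expression of *DCT*, *TYR*, and *TYRP1* in melanocytes, the paper concludes that HVP is attributable to upregulation of these genes.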

## 4. Discussion

HVP presents a persistent challenge in the selective breeding of Chinese indigenous chicken breeds, particularly the bearded chicken. Recent investigations have demonstrated that HVP has not been reported in white-feathered broilers but is predominantly observed in colored-feathered chicken breeds [2]. This distinct distribution pattern may be attributed to the inhibition of melanogenesis and melanocyte migration in white-feathered chickens, which is regulated by recessive or dominant white alleles [22]. A classic example involves the insertion of an endogenous avian retrovirus into the TYR gene, resulting in the recessive white phenotype that blocks TYR expression and melanin biosynthesis [23,24,25]. Similarly, mutations in the premelanosome protein (PMEL) gene at the dominant white locus alter melanosome morphology, thereby disrupting pigment deposition [26,27,28]. These genetic mechanisms provide plausible explanations for the absence of HVP in white-feathered commercial broilers.

Interestingly, the HVP phenotype has also been observed in birds affected by runting and stunting syndrome (RSS). Previous genetic studies have reported a moderate negative genetic correlation between HVP and immune traits, particularly the antibody response to Newcastle disease virus (rg = −0.42). In addition, HVP also leads to a relatively high ratio of heterophil to lymphocyte (H/L) in chickens [1], indicating that chickens exhibiting HVP may have compromised immune resilience [29,30]. Additionally, the prevalence of HVP appears to increase under suboptimal farming conditions [19], suggesting that environmental stressors may exacerbate the manifestation of HVP. These findings imply that HVP may serve not only as a pigmentation abnormality but also as an indirect indicator of reduced immune competence and heightened environmental sensitivity.

The relationship between HVP and growth traits remains controversial. Early research by Luo et al. (2013) reported a positive genetic correlation between HVP and body weight at 91 days of age (*p* < 0.05), with heritability estimates suggesting favorable associations with carcass traits such as body weight (rg = 0.27), carcass weight (rg = 0.24), net weight (rg = 0.27), breast muscle weight (rg = 0.17), and leg muscle weight (rg = 0.34) [1]. In contrast, more recent findings from the same research team revealed that HVP exerts a negative impact on growth performance, with affected chickens displaying significantly reduced body weights at 21, 42, 70, and 91 days (*p* < 0.05) [19]. These contradictory results highlight the complex genetic and physiological underpinnings of HVP and underscore the need for further mechanistic investigations.

In the present study, we sought to elucidate the genetic mechanism and molecular regulation of HVP. Although several candidate genes related to visceral pigmentation have been proposed in previous studies, most lacked rigorous functional validation [2,3,14,18,31,32]. Here, using spectrophotometry and HPLC, we confirmed that the black deposits in the peritoneum of HVP-affected chickens consist of eumelanin, consistent with previous studies employing infrared spectroscopy [14]. To further dissect the molecular underpinnings of HVP, we employed an integrative multi-omics approach combining bulk RNA sequencing, single-cell transcriptomics, and molecular validation assays. Our analyses revealed that key melanogenesis-related genes, including *DCT*, *TYR*, and *TYRP1*, were significantly upregulated in the HVP-affected chickens. These transcriptomic results were further corroborated by previously published Data-Independent Acquisition (DIA) proteomics datasets from the 40-day-old peritoneum of Huiyang Bearded Chickens, which identified overlapping differentially abundant proteins involved in melanogenesis and tyrosine metabolism [3]. Enrichment analyses of GO terms and KEGG pathways consistently revealed significant involvement of melanogenesis and tyrosine metabolism pathways in both transcriptomic and proteomic datasets. Furthermore, single-cell transcriptomics allowed us to construct a high-resolution cellular atlas of the peritoneum and reveal consistent pathway enrichment within melanocyte-specific clusters (i.e., HVP-cluster 6) [33,34,35], notably in melanogenesis, wingless/integrated (Wnt) signaling pathway, extracellular matrix (ECM)–receptor interactions, and gonadotropin-releasing hormone (GnRH) signaling. These findings align with recent observations by Chen et al. [3], who underscored the role of Wnt signaling in neural crest cell (NCC) migration—a critical developmental process influencing melanocyte distribution and pigmentation patterns. Given that visceral melanocytes are derived from NCCs, it is plausible that upstream developmental pathways such as Wnt and retinoic acid signaling regulate melanocyte migration, differentiation, and melanin deposition in the peritoneum. The integration of our transcriptomic data with these developmental insights provides a comprehensive model for understanding the pathogenesis of HVP, bridging molecular melanogenesis with embryonic developmental processes.

Melanin, primarily synthesized by melanocytes, exists as either eumelanin or pheomelanin and is responsible for pigmentation in vertebrates [6,7]. While the genetics and physiology of melanin biosynthesis have been extensively studied in mammals, its regulation at the single-cell level in avian internal tissues remains poorly characterized [36,37,38]. Our findings demonstrate that *DCT* plays a central role in controlling eumelanin synthesis. *DCT* catalyzes the conversion of dopachrome to DHICA, reducing the accumulation of cytotoxic intermediates such as DHI and DOPA [39]. These intermediates, if unregulated, can trigger oxidative stress and impair melanocyte viability [40,41]. Our functional validation further supports the key regulatory role of *DCT* in melanogenesis. While *DCT* overexpression alone did not significantly elevate melanin content, supplementation with exogenous L-Tyr significantly enhanced melanin production at a concentration of 10^−9^ M, consistent with the established dependency of melanogenesis on tyrosine availability [42]. Conversely, siRNA-mediated silencing of *DCT* significantly reduced melanin secretion and suppressed melanocyte proliferation, likely due to cytotoxic accumulation of intermediate metabolites. These results mirror findings from mammalian models where *DCT* deficiency impairs melanocyte function and increases susceptibility to oxidative damage [36,40,43,44,45].

To our knowledge, this is the first study to utilize *DCT* as a molecular marker for identifying melanocytes in avian peritoneal tissues. These findings not only enhance our understanding of melanogenesis in non-dermal avian tissues but also provide practical molecular targets for breeding programs aimed at reducing the incidence of HVP, improving carcass appearance, and minimizing economic losses in poultry production. Future research exploring gene-editing approaches, such as CRISPR/Cas9-mediated *DCT* modulation, and further investigation into the upstream developmental pathways governing melanocyte migration and differentiation could offer promising avenues for the management of this economically significant trait.

### Limitations

This study has several limitations. First, the relatively small sample size for transcriptomic and functional analyses may restrict the generalizability of our findings across chicken populations. Second, the single-cell transcriptomic results may have been affected by limited melanocyte viability and yield from HVP tissues, potentially explaining the lack of observed increase in melanocyte abundance. 

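Genes that respond to tissue dissociation were compared between the libraries, since handling can differ between tissues. Of 14 genes fixed in advance, such as *FOS*, *JUN*, and *ATF3*, 11 are listed by symbol. Together they had 6727 CPM in the melanocyte-like cells of the library labelled Normal, which matched the paper's HVP group, and 5457 CPM in those of the library labelled HVP, a ratio of 1.23 (95% interval 1.15 to 1.32). With 300 to 4000 genes and under 5% mitochondrial UMIs it was 1.08 (1.00 to 1.16). Over all kept cells the ratio was 1.04 (1.03 to 1.05). With the same filter it was 0.994, with an interval that included 1 (0.987 to 1.001). TMM scaling, which shifts all genes by the same factor, gave 0.979. The melanocyte-like cells held a median of 1537 genes in the library labelled Normal and 1734 in the library labelled HVP. Viability before loading is not part of the files, and the melanocyte shares rest on 1 library per group.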

Finally, as this work focused mainly on molecular mechanisms, environmental and nutritional factors influencing HVP were not investigated. Future studies integrating genetic, environmental, and management factors will help provide a more comprehensive understanding of HVP development.

## 5. Conclusions

In conclusion, our study sheds light on the underlying molecular mechanisms behind HVP in chickens, which have significant implications for both animal health and the appearance of commercial chicken carcasses. Through a comprehensive multi-omics approach and experimental validations, we have identified melanin accumulation as the primary driver of HVP, originating from increased expression of the *DCT* gene within melanocytes. SNP screening suggests *DCT* gene polymorphism (g.147917398 C > T) could serve as a genomic marker for improving chicken carcass quality through selective breeding. By elucidating the genetic basis of HVP, our research contributes to the development of targeted strategies for mitigating this condition in poultry production, ultimately benefiting both producers and consumers alike.

## Figures and Tables

**Figure 1:**
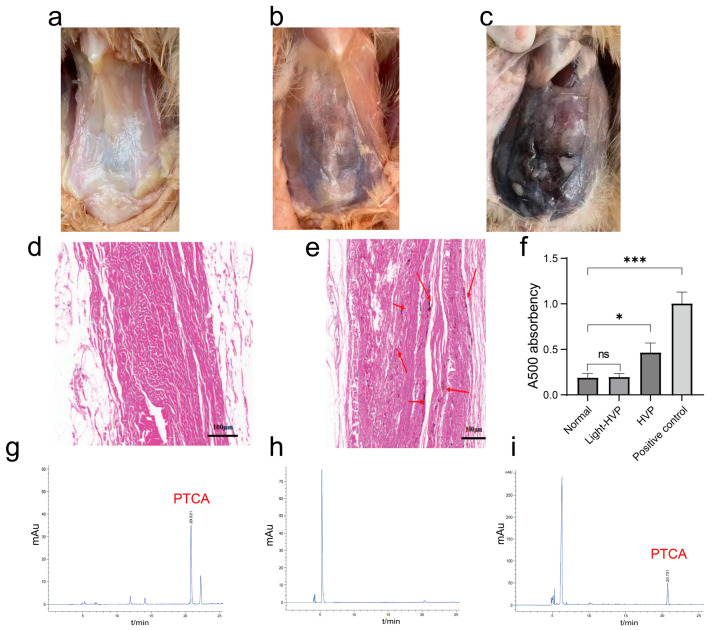
Hyperpigmentation of the visceral peritoneum is caused by abnormal accumulation of melanin. Classification of hyperpigmentation in visceral peritoneum: The degree of hyperpigmentation in the visceral peritoneum is categorized as absent (**a**), mild (**b**), or severe (**c**). Hematoxylin and eosin (HE) staining of normal peritoneum (**d**) and hyperpigmented visceral peritoneum (**e**) is depicted, with notable pigmentation within the hyperpigmented visceral peritoneal tissue highlighted by red arrows. (**f**) The results of an analysis of variance conducted subsequent to the determination of total melanin content in the peritoneum of Huiyang Bearded Chickens, using Silkie feathered ebony chickens as a positive control, are presented. (**g**–**i**) Identification of the pigment species deposited in the peritoneum of Huiyang Bearded Chickens was carried out as follows: (**g**) liquid chromatographic determination of melanin standards; (**h**) liquid chromatographic determination of normal peritoneal extracts; and (**i**) liquid chromatographic determination of peritoneal extracts exhibiting pigment deposition. Statistical significance is indicated as follows: * *p* < 0.05;; *** *p* < 0.001.

**Figure 2:**
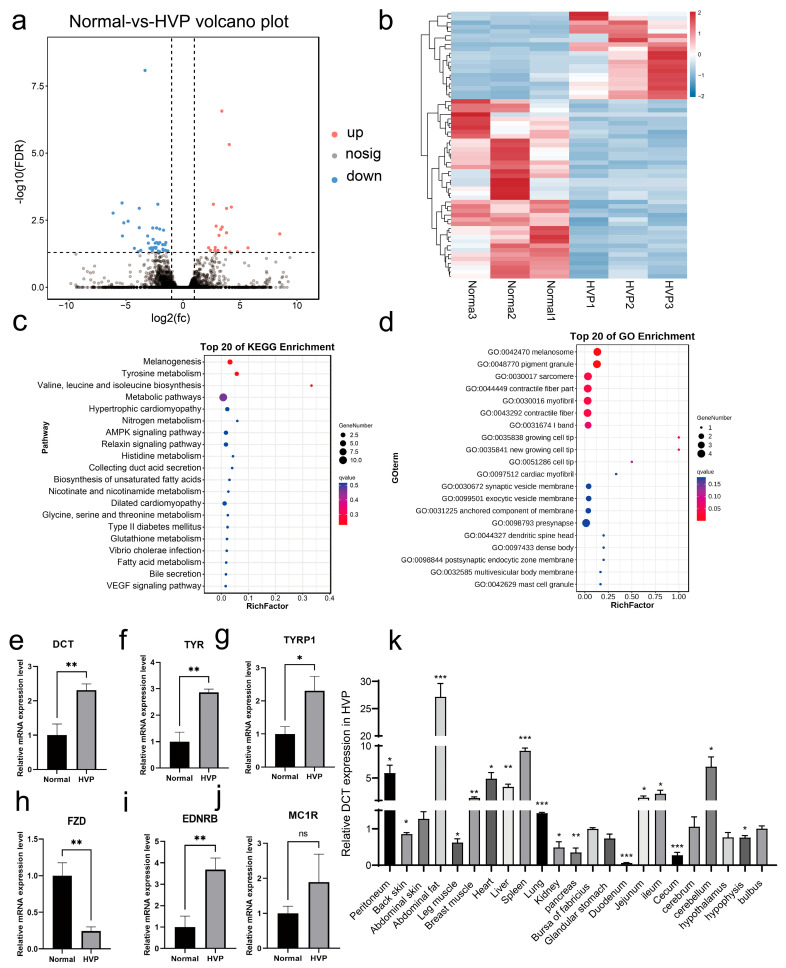
RNA sequencing reveals genes associated with HVP. (**a**,**b**) The volcano plot (**a**) and heatmap (**b**) illustrate the differentially expressed genes between hyperpigmented visceral peritoneum (HVP) and normal peritoneum in Huiyang Bearded Chickens. (**c**,**d**) The Gene Ontology functions (GO) (**c**) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (**d**) analyses were performed on these differentially expressed genes. (**e**–**j**) The results of quantitative reverse transcription PCR (RT-qPCR) for *DCT*, *TYR*, *TYRP1*, *FZD*, *EDNRB*, and *MC1R* genes in HVP and normal peritoneum are presented. (**k**) The tissue expression profiles of *DCT* in HVP individuals are shown. The horizontal axis represents different tissues, while the vertical axis indicates their relative expression values (mean ± S.E.M). (* *p* < 0.05; ** *p* < 0.01, *** *p* < 0.001).

**Figure 3:**
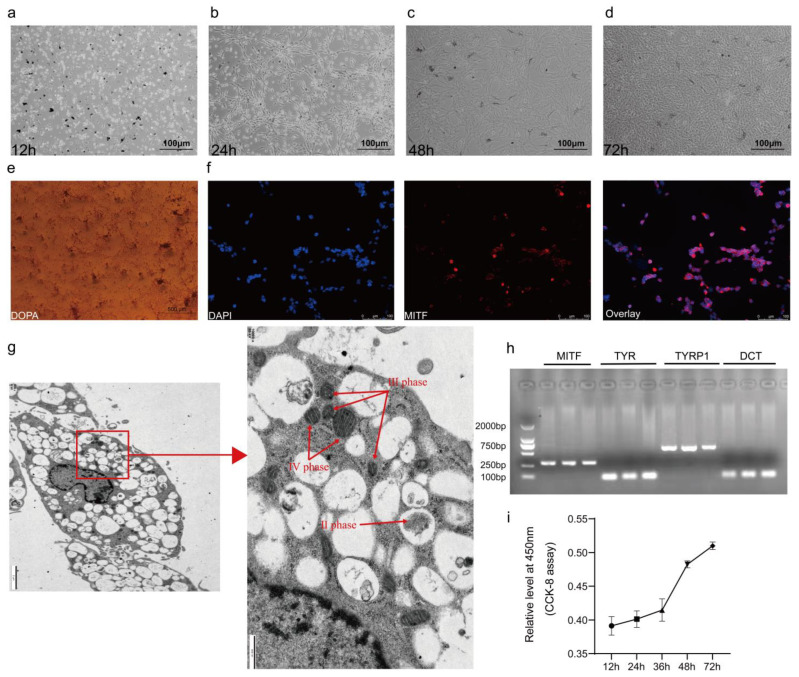
Validation of melanocyte specificity. (**a**–**d**) Depiction of the growth trajectory of melanocytes from 12 to 72 h. (**e**) Visualization of melanocytes following DOPA staining. (**f**) Results of immunofluorescence staining for MITF. (**g**) Examination of the melanocyte structure via transmission electron microscopy (2 μm), highlighting the distribution and structural features of melanosomes within melanocytes, as indicated by red arrows. (**h**) Visualization of marker genes associated with melanin production in melanocytes, namely *MITF*, *TYR*, *TYRP1*, and *DCT*, by agarose gel electrophoresis. (**i**) The CCK-8 assay results showing the growth curves of melanocytes from 12 to 72 h.

**Figure 4:**
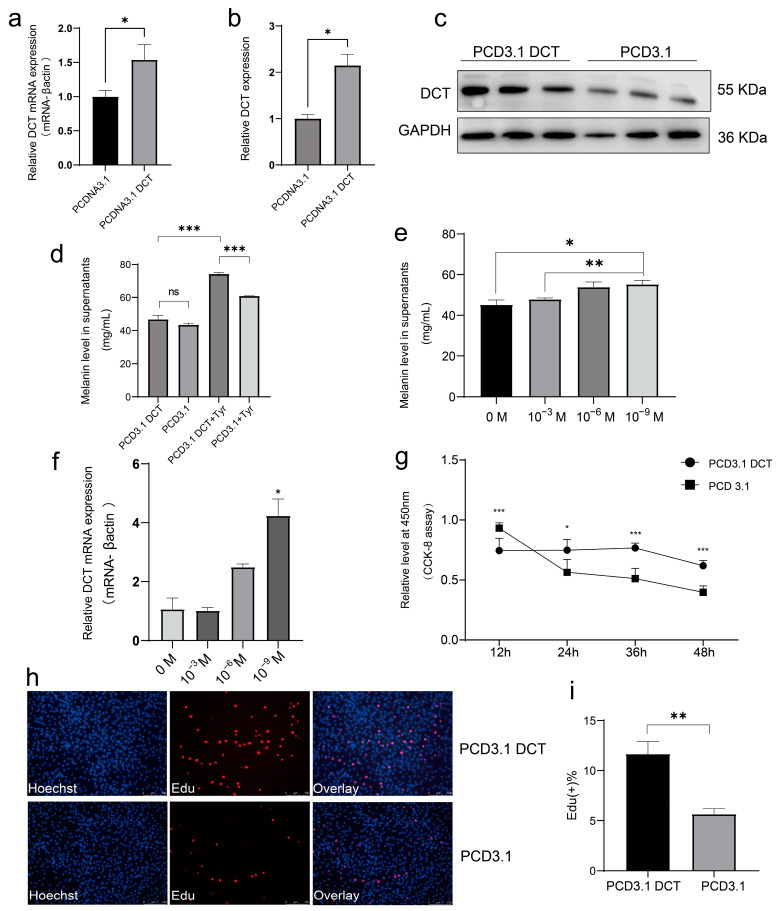
The *DCT* gene promoted melanocyte cell proliferation. (**a**) Assessment of the efficacy of *DCT* overexpression. (**b**,**c**) Western blotting analysis of *DCT* proteins following transfection with PCDNA3.1 *DCT*. Band intensities were quantified using ImageJ (1.53k) and normalized to GAPDH. Data are expressed as a fold change relative to the control. (**d**) Quantification of melanin levels in supernatants and evaluation of the impact of tyrosine addition on melanin levels in supernatant 12 h post-transfection with *DCT* in melanocytes. (**e**) Determination of melanin levels in supernatant subsequent to the addition of varying concentrations of L-tyrosine (Tyr). (**f**) Measurement of mRNA expression level of *DCT* subsequent to the addition of different concentrations of Tyr. (**g**) Representation of growth curves of melanocytes following transfection with PCDNA3.1 *DCT*. (**h**,**i**) Visualization of EdU staining (**h**) and calculation of the rate of positive EdU cells (**i**) in melanocytes post *DCT* overexpression. (* *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001).

**Figure 5:**
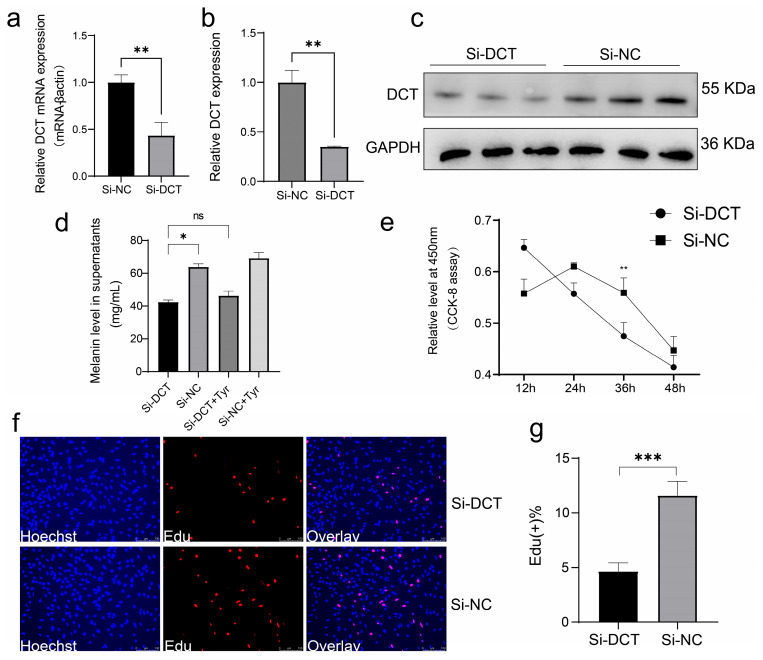
Interference with the *DCT* gene expression decreases melanin production. (**a**) Quantification of *DCT* mRNA levels in melanocytes post-transfection with the *DCT* silencing vector. (**b**,**c**) Western blotting analysis of *DCT* proteins following transfection with Si-DCT. (**d**) Evaluation of the impact of tyrosine addition on the melanin levels in supernatant 12 h post-transfection of Si-DCT in melanocytes. (**e**) Presentation of growth curves of melanocytes following transfection with PCDNA3.1 DCT. (**f**,**g**) Visualization of EdU staining (**f**) and determination of the rate of positive EdU cells (**g**) in melanocytes after *DCT* silencing. (* *p* < 0.05; ** *p* < 0.01, *** *p* < 0.001).

**Figure 6:**
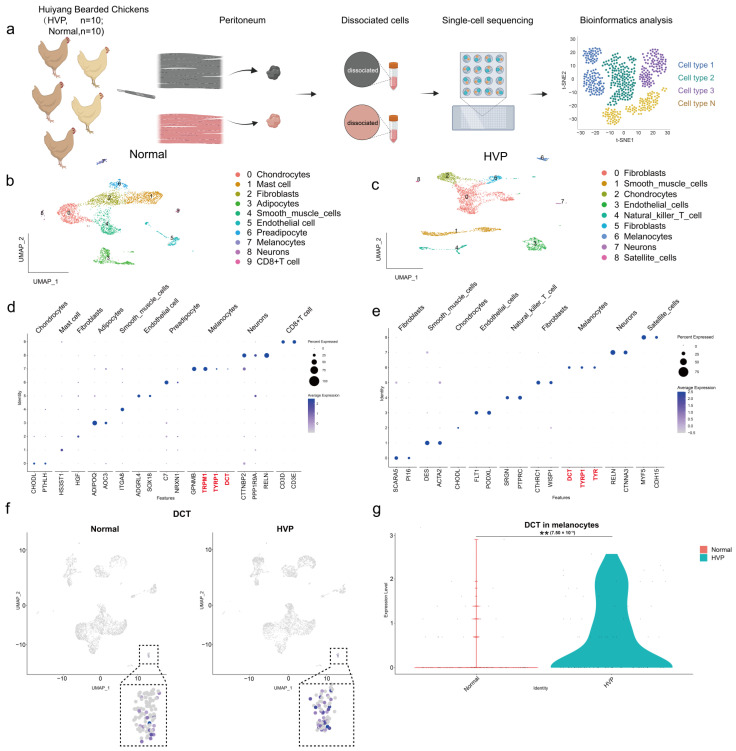
Overview of the single-cell landscape for HVP and normal peritoneum. (**a**) Presentation of the single-cell profiling design workflow. (**b**,**c**) UMAP visualization of total cells acquired from 10 normal peritoneum (**b**) and 10 HVP (**c**), with color-coded assignments based on cell type. (**d**,**e**) Dot plot depicting the expression of cell types in normal peritoneum (**d**) and HVP (**e**) cell types, where dot size and color denote the percentage of the marker gene. UMAP visualization (**f**) and violin plots (**g**) demonstrating the *DCT* expression level in HVP and normal groups. (** *p* < 0.01).

**Figure 7:**
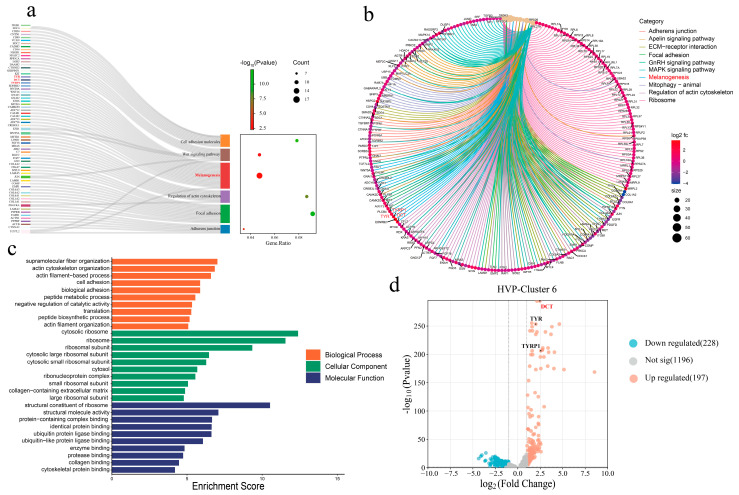
Overview of the HVP single-cell sequencing enrichment analysis. (**a**) KEGG pathways analysis of differentially expressed genes between HVP and normal peritoneum. GO functions (**b**) and KEGG pathways (**c**) analysis of HVP-cluster 6 differentially expressed genes. (**d**) Volcano plot showing differentially expressed genes in HVP-cluster 6.

## Data Availability

The RNA-Seq datasets generated and/or analyzed during the current study are available in the China National GeneBank DataBase (CNGBdb) repository under the accession number CNP0004933. The scRNA-Seq data generated in this study are available at NCBI GEO under the following accession numbers (GEO: GSE246996). Any remaining data could be acquired in the supplement files or requested from the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ani15213076/s1, Figure S1: The information on the SNP in *DCT*; Figure S2: (a) Differentially expressed genes identified in HVP relative to the normal peritoneum of chicken using RNA-seq. (b) The marker genes associated with melanin production of *MITF*, *TYR*, *TYRP1* and *DCT* could not be amplified in DF-1 cells visualized by agarose gel electrophoresis; Figure S3: Procedure of single-cell sequencing data analysis in the normal peritoneum group; Figure S4: Procedure of single-cell sequencing data analysis in the HVP group; Figure S5: UMAP visualization of double cell distribution after quality control of single-cell sequencing results; Figure S6: Different display of single-cell sequencing marker genes; Table S1: The information on the SNP in *DCT* in this study; Table S2: Genotype, allele frequency, and diversity parameters of SNP in *DCT*; Table S3: Chi-squared test analysis of SNP on the *DCT* gene with chicken peritoneum traits; Table S4: The differentially expressed genes in the HVP group relative to the normal peritoneum of RNA-seq; Table S5: Marker genes used for cell type annotation; Table S6: Primers sequences used in this study.

## Abbreviations

HVP: hyperpigmentation of the visceral peritoneum; HE: hematoxylin and eosin staining; GEMs: gel beads in the emulsion; PCA: Principal Component Analysis; UMIs: unique molecular identifiers; DEPC: diethyl pyrocarbonate; HPLC: High-Performance Liquid Chromatography; HB: Huiyang Bearded Chicken.

# Supplementary material for: Visceral Peritoneum Hyperpigmentation in Chickens Is Associated with DCT Expression
**Source:** Animals (Basel). 2025 Oct 23;15(21):3076. doi: 10.3390/ani15213076
**Supplement:** Supplementary file 1

**Supplemental information for “**  
**Visceral Peritoneum Hyperpigmentation in Chickens Is**  
**Associated with DCT Expression ”**

**Supplemental result**

**The correlation analysis of polymorphism of DCT gene on HVP traits.**

The *DCT* gene of 347 individuals was PCR-amplified and sequenced to identify the potential site carrying the mutation by Sanger sequencing and genotyped by DNASTAR (Figure S1a-b). We identified one significant SNP (Single nucleotide polymorphism) site (i.e., NC\_006088.5: g.147917398 C>T), which is a synonymous mutation located in exon region of *DCT* gene (Table S1). The allele that matched the NCBI reference sequence (GRCg6a, NC\_006088.5) was defined as wild type. Otherwise, the allele was defined as mutant type.

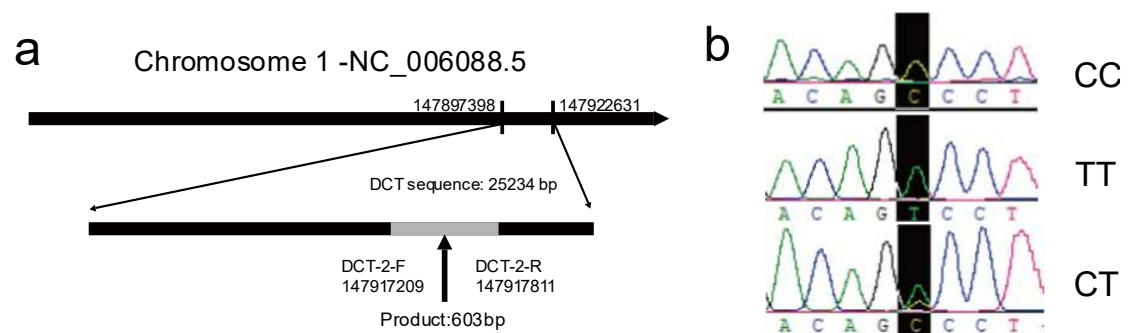

**Figure S1 The information on SNP in *DCT*.** (a) Schematic representation of the SNP site.

(b) Sanger sequencing of the SNP loci of the *DCT* gene were identified in this study.

**Table S1. The information on SNP in *DCT* in this study.**

| Gene | SNP ID                          | Location | Amino change | Mutant type   | Heterozygote  | Wild type    |
|------|---------------------------------|----------|--------------|---------------|---------------|--------------|
| DCT  | NC_006088.5:<br>g.147917398 C>T | Exon 6   | NO           | TT<br>(n=222) | CT<br>(n=108) | CC<br>(n=17) |

After genotyping, the genotype frequencies, allele frequencies and diversity parameters of SNP site in *DCT* were calculated and listed (Table S2). The calculation result shows that the SNP site in *DCT* was consistent with Hardy-Weinberg equilibrium (HWE,  $p > 0.05$ ). At the SNP site, the wild allele "T" (0.795) was more frequent than the mutant allele "C" (0.205). The genotype frequency homozygous TT had the highest genotype frequency than heterozygous CT and homozygous CC. In addition, the polymorphism information content (PIC) value was moderate polymorphism ( $PIC=0.2723, 0.25 < PIC < 0.5$ ), suggesting the genetic diversity of the identified *DCT* SNP site.

**Table S2. Genotype, allele frequency, and diversity parameters of SNP in *DCT*.**

| Gene | SNP ID                          | Genotype  |       |       | Allele    |       | Population |       |       |       |       |
|------|---------------------------------|-----------|-------|-------|-----------|-------|------------|-------|-------|-------|-------|
|      |                                 | frequency |       |       | frequency |       | parameters |       |       |       |       |
| DCT  | NC_006088.5:<br>g.147917398 C>T | TT        | CT    | CC    | T         | C     | $P_{HWE}$  | Ho    | He    | Ne    | PIC   |
|      |                                 | 0.640     | 0.311 | 0.049 | 0.795     | 0.205 | 0.415      | 0.675 | 0.325 | 1.483 | 0.273 |

Note: HWE, Hardy-Weinberg equilibrium; Ho, homozygosity; He, heterozygosity; Ne, effective allele numbers; PIC, polymorphism information content.

Next, to explore the relationship between the obtained SNP site and HVP traits, chi-

squared test analysis of SNP on *DCT* gene was performed (Table S3). In *DCT*, the SNP site was significantly associated with HVP traits ( $P < 0.05$ ). Thus, these indicated that the SNP of DCT can be a potential molecular marker for the traits of HVP.

**Table S3. Chi-squared test analysis of SNP on DCT gene with chicken**

| Peritoneum traits.                 |                   |          |         |         |                         |
|------------------------------------|-------------------|----------|---------|---------|-------------------------|
| SNP ID                             | Peritoneum traits | Genotype |         |         | Total $\chi^2$ P-Values |
|                                    |                   | TT       | CT      | CC      |                         |
| NC_006088.5:<br>g.147917398<br>C>T | Normal            | (46.4%)  | (42.6%) | (76.5%) | (46.7%)                 |
|                                    | HVP               | (53.6%)  | (57.4%) | (23.5%) | (53.3%)                 |
| Total                              |                   | 222      | 108     | 17      | 347                     |

Note:  $\chi^2$ , chi-square test.

## **Supplemental information**

**Table.S4 The differentially expressed gene in HVP group relative to normal peritoneum of RNA-seq. (refer to additional Table S4)**

**Table.S5 Marker genes used for cell type annotation. (refer to additional Table S5)**

**Table.S6 Primers Sequences used in this study.**

| Gene Name       | Primer Sequences (5'–3')   | Application |
|-----------------|----------------------------|-------------|
| <i>DCT-1</i>    | F: CCACCAGTTGTCAGGAAG      | PCR         |
|                 | R: GGACCAAGCAGACTCATC      |             |
| <i>DCT-2</i>    | F: GCTTCAACCCTTTCTCCTAA    | Genotyping  |
|                 | R: GGTGTGGCAGAGTTCAAG      |             |
| <i>MITF</i>     | F: GGAAGTTGAGAACAGACAGA    | PCR         |
|                 | R: CCAGGAGACACAGAGGAA      |             |
| <i>TYR</i>      | F: CAGGAGTGGATGACAGAGA     | PCR         |
|                 | R: TAGGTAAAGGTAGGCAAGGA    |             |
| <i>TYRP1</i>    | F: GATGAGTGGCTAAGAAGGTAT   | PCR         |
|                 | R: TGGCTTGGTGTGCTATG       |             |
| q- <i>DCT</i>   | F: GGCAATCCAACAGCAGATTAAC  | RT-qPCR     |
|                 | R: TCAGGGTGTTCATAGTTTCCA   |             |
| q- <i>MITF</i>  | F: TGCTGGTGCTCTACATTC      | RT-qPCR     |
|                 | R: ATGAGGTGGAAGAAGAAGG     |             |
| q- <i>TYR</i>   | F: TCCTTGCCTACCTTAACCTA    | RT-qPCR     |
|                 | R: ACACATTGGAGCCACCTA      |             |
| q- <i>TYRP1</i> | F: CCAAGCCAAGGTGACAAT      | RT-qPCR     |
|                 | R: CCTGACGGAATAATAATGAGA   |             |
| q- <i>FZD</i>   | F: TCTGCCTGTATGTTGTTGT     | RT-qPCR     |
|                 | R: GCTTGTCCCTGGTTCTCTT     |             |
| q- <i>EDNRB</i> | F: GTGTGAAGCCAGCAGATAT     | RT-qPCR     |
|                 | R: CAATGAGGATGTAGAGAAGGT   |             |
| <i>GAPDH</i>    | F: GGTGAAAGTCGGAGTCAACGG   | RT-qPCR     |
|                 | R: TCGATGAAGGGATCATTGATGGC |             |
| $\beta$ -actin  | F: GATATTGCTGCGCTCGTTG     | RT-qPCR     |

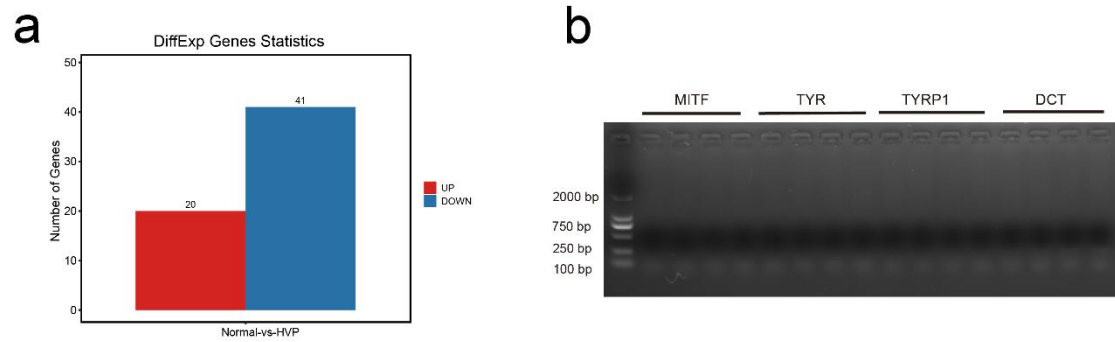

**Figure S2**

(a) Differentiated-expressed genes identified in HVP relative to normal peritoneum of chicken by using RNA-seq. (b) The marker genes associated with melanin production of *MITF*, *TYR*, *TYRP1* and *DCT* could not be amplified in DF-1 cell visualized by agarose gel electrophoresis.

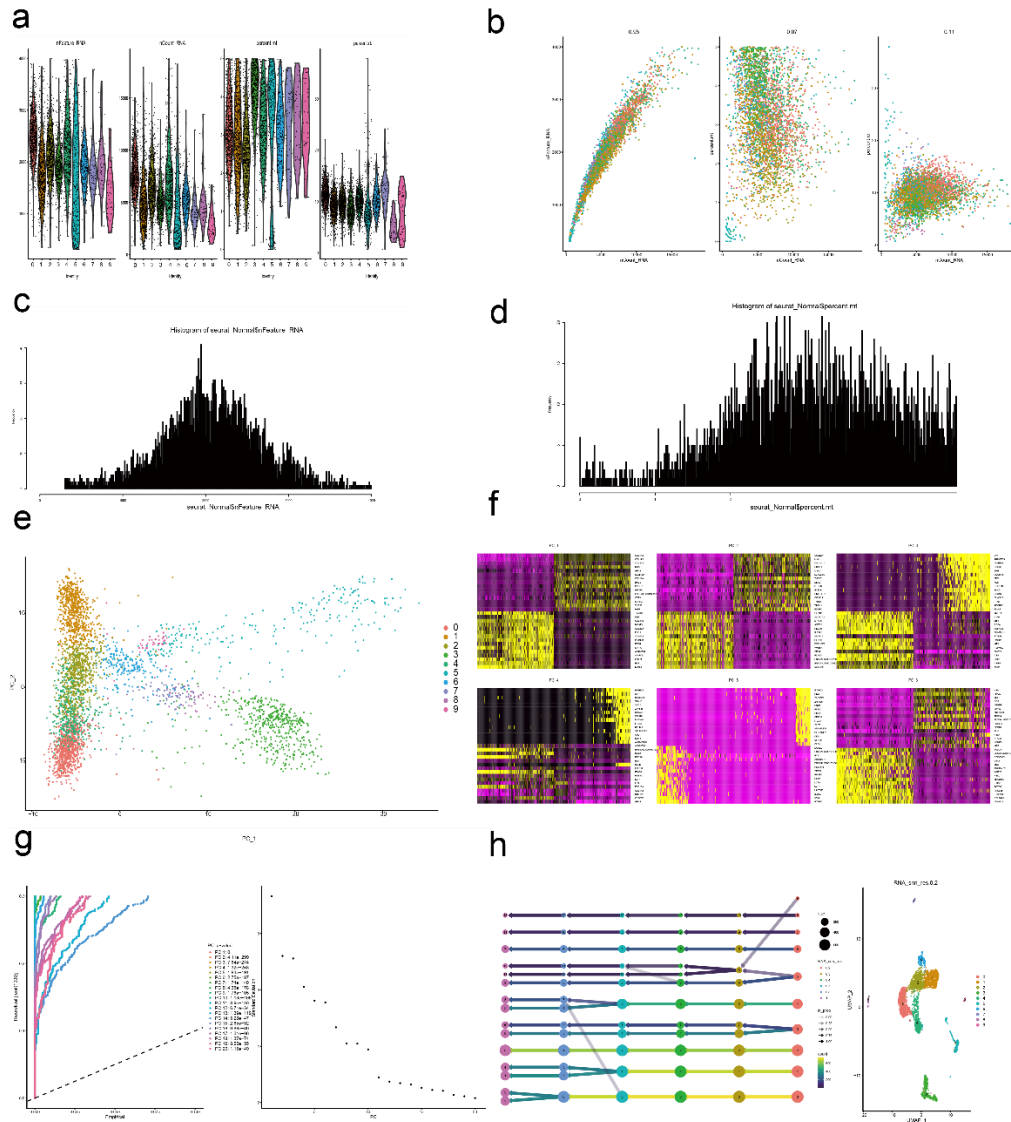

**Figure S3 Procedure of single cell sequencing data analysis in normal peritoneum group.**

(a) Quality control metric for normal peritoneum of single-cell sequencing. (nFeature\_RNA: the number of genes in cells; nCount\_RNA: the number of UMIs in cells; percent\_mt: the distribution ratio of mitochondrial gene content in cells; percent\_rb: the distribution ratio of ribosome gene content in cells). (b) Scatter plot of correlation between nCount\_RNA and nFeature, percent\_mt, percent\_rb. (c) Histogram of nFeature\_RNA after quality control. (d) Histogram of percent\_mt after quality control.

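The library labelled HVP matched the paper's normal group in the number of genes. Its kept cells held 34391591 UMIs, with a median of 5345 UMIs and 1981.5 genes per cell. Over all barcodes the number of genes ran from 29 to 6188. The 13 genes with a mitochondrial symbol made up a median of 4.26% of the UMIs of a kept cell, and the 37 consecutive identifiers that contain them 4.79%. A high mitochondrial share is commonly used as a sign of damaged cells, although it also differs between cell types.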

- (e) Clustering of normal peritoneum cells following Principal component analysis (PCA). (f) A heat map of the expression of gene composition in the first 6 PCs following PCA. (g) p values of the top 20 PCs determined by PCA and variance of different PCs. (h) Find the optimal resolution.

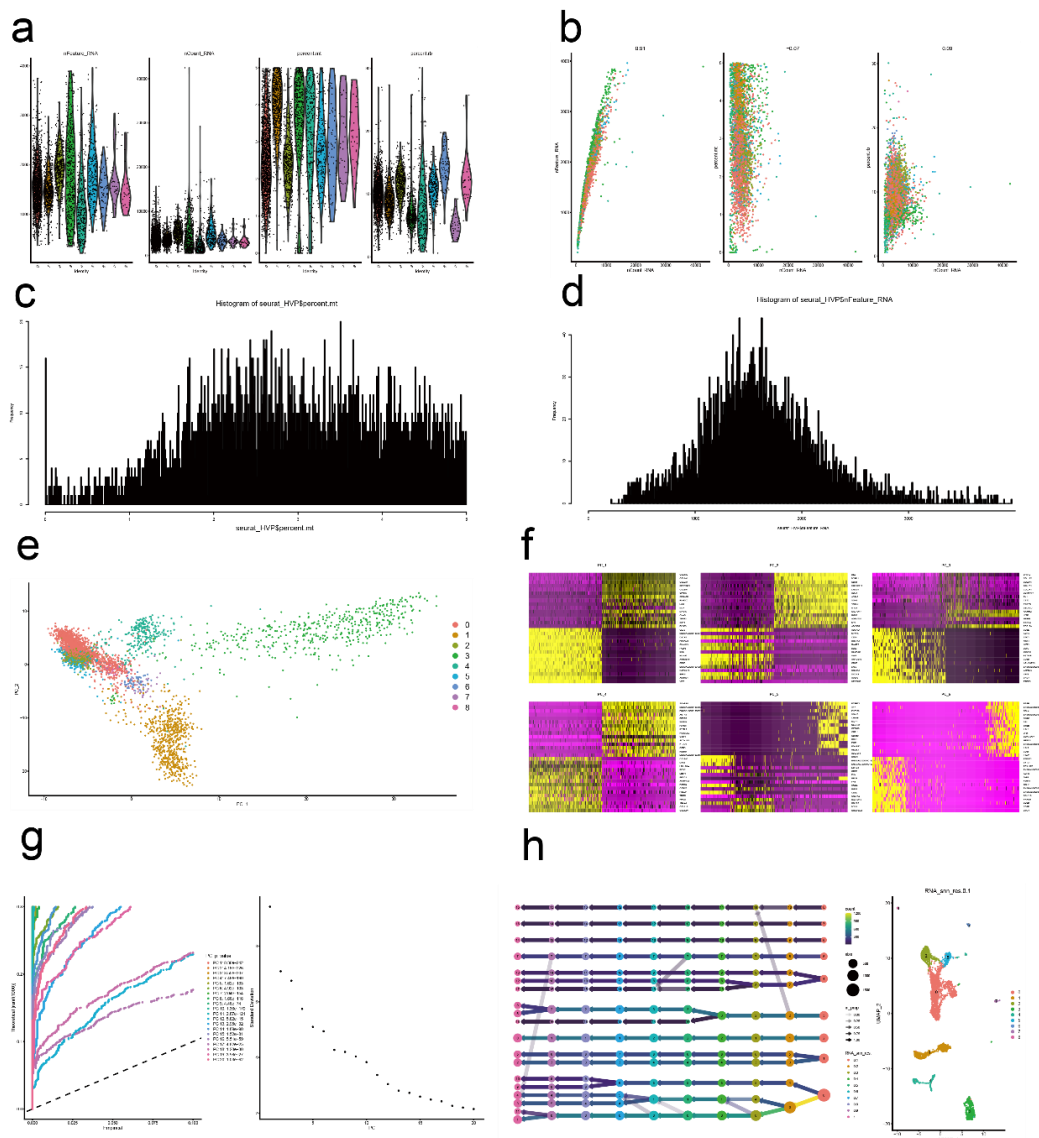

**Figure S4 Procedure of single cell sequencing data analysis in HVP group.**

- (a) Quality control metric for HVP of single-cell sequencing. (nFeature\_RNA: the number of genes in cells; nCount\_RNA: the number of UMIs in cells; percent.mt: the

distribution ratio of mitochondrial gene content in cells; percent.rb: the distribution ratio of ribosome gene content in cells). (b) Scatter plot of correlation between nCount\_RNA and nFeature, percent.mt, percent.rb. (c) Histogram of nFeature\_RNA after quality control. (d) Histogram of percent.mt after quality control. (e) Clustering of HVP cells following PCA. (f) A heat map of the expression of gene composition in the first 6 PCs following PCA. (g) p values of the top 20 PCs determined by PCA and variance of different PCs. (h) Find the optimal resolution.

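The library labelled Normal, which matched the paper's HVP group in the number of genes, had 24927669 UMIs in its kept cells. Their medians were 3818 UMIs and 1616.5 genes per cell, and over all barcodes the number of genes ran from 36 to 6281. A median of 4.15% of the UMIs of a kept cell came from the genes with a mitochondrial symbol, and 4.38% from the block of consecutive identifiers around them.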

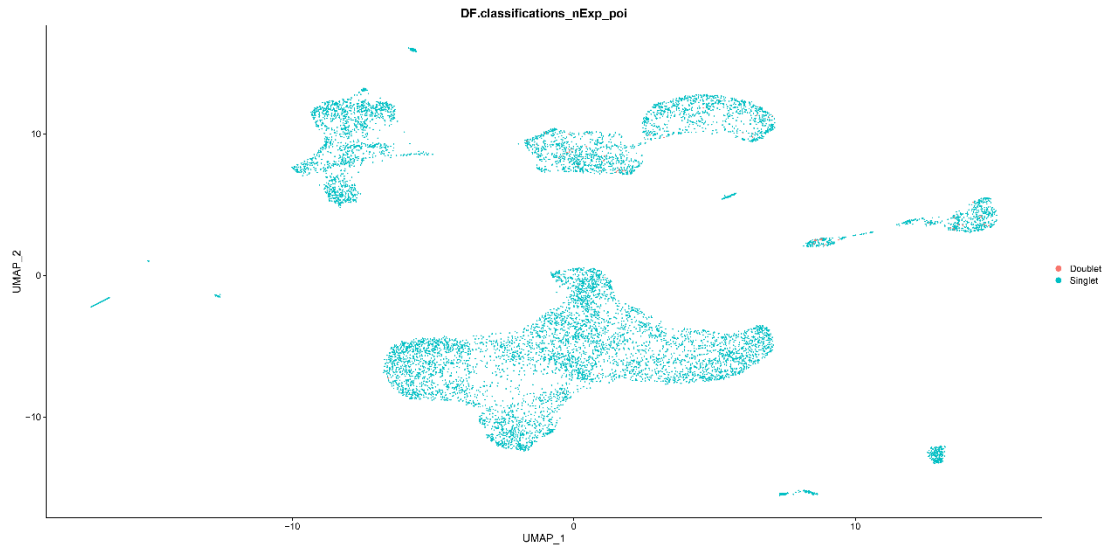

**Figure S5 UMAP visualization of double cell distribution after quality control of single cell sequencing results.**

a

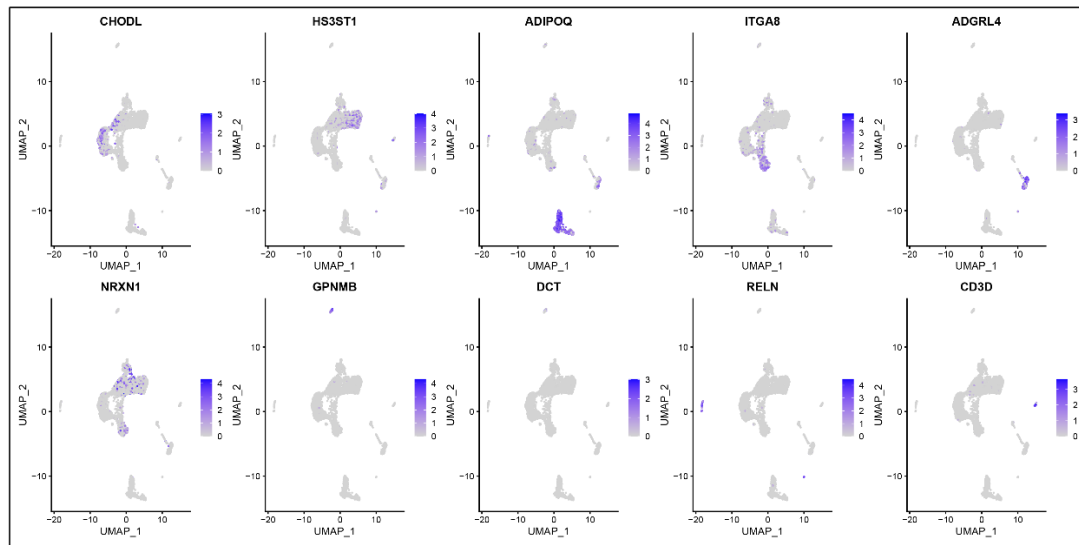

b

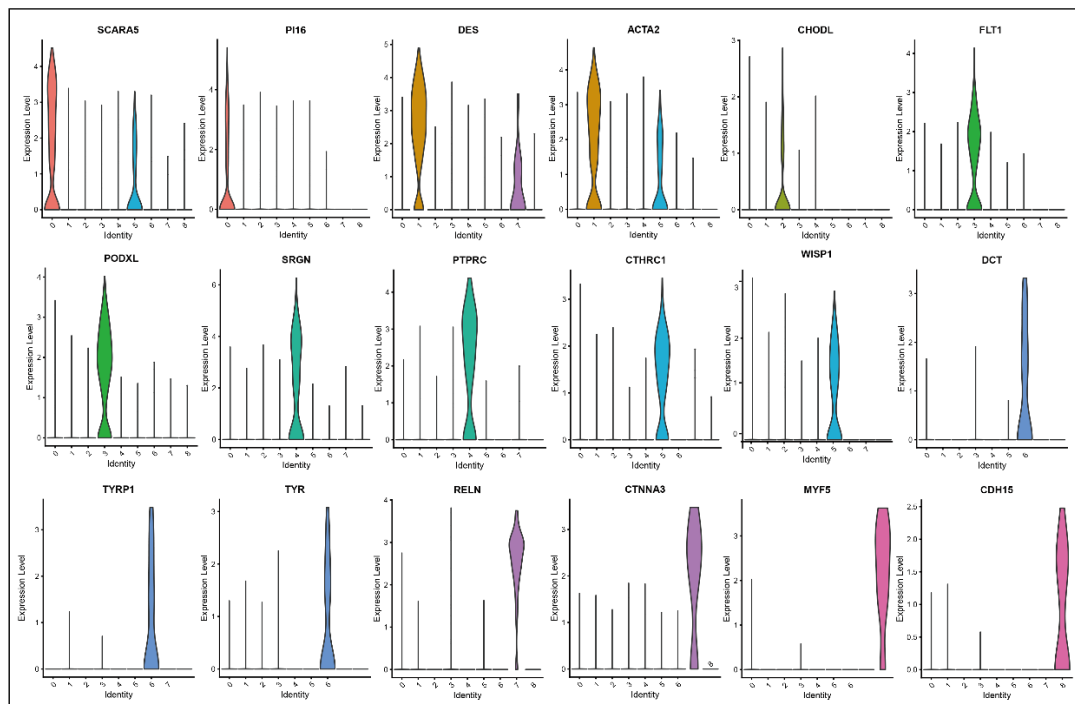

**Figure S6 Different display of single-cell sequencing marker genes.**

UMAP visualization (a) in normal group cell types and violin plots (b) of the marker genes expression in HVP cell types (depth of purple in(a) indicates expression level).

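The genes that set named clusters furthest apart from the other cells of their library were chosen by their ratio of CPM, among genes with at least 20 UMIs in a cluster and found in at least 10% of its cells. In the library labelled HVP, which matched the paper's normal group, they were ENSGALG00010023891, *ZNF366*, and *CA4* for blood endothelial-like cells, *COL10A1*, ENSGALG00010010793, and ENSGALG00010027669 for tenocyte-like cells, and *RPRM*, ENSGALG00010004874, and *COL28A1* for pericyte-like cells. The fibroblast-like clusters were led by *WNT2*, ENSGALG00010025644, and ENSGALG00010000797 and by *NELL1*, *WNT7B*, and *COL26A1*. Smaller clusters were led by ENSGALG00010003326, ENSGALG00010012554, and *GRIP1* (smooth muscle-like), *RNASE6*, ENSGALG00010029641, and *RSFR* (myeloid-like), and *KRT18*, ENSGALG00010024137, and *ELF3* (mesothelial-like). The leading genes were *CRPL1*, *SLC38A11*, and *SLC6A15* in melanocyte-like cells, ENSGALG00010015105, *TCF7*, and ENSGALG00010025979 in T cell-like cells, ENSGALG00010008951, *MMRN1*, and *STAB2* in lymphatic endothelial-like cells, and *MYF5*, *MYF6*, and *CDH15* in satellite cell-like cells.

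For the library labelled Normal, which matched the HVP group, the leading genes were ENSGALG00010023757, ENSGALG00010004565, and *VWF* in blood endothelial-like cells, ENSGALG00010010295, *HSPB7*, and *GRIP1* in smooth muscle-like cells, and ENSGALG00010004874, ENSGALG00010020729, and *RPRM* in pericyte-like cells. *COL10A1*, ENSGALG00010019315, and *KCNF1* led the tenocyte-like cells. Fibroblast-like clusters were led by ENSGALG00010005822, ENSGALG00010025644, and *WNT2* and by *FSHR*, *GRIA2*, and *ACAN*. The remaining clusters were led by ENSGALG00010024137, ENSGALG00010024006, and *SERPINB5* (mesothelial-like), *CRPL1*, *MLANA*, and *TYRP1* (melanocyte-like), *SOX2*, ENSGALG00010011438, and *SFRP5* (Schwann-like), and *MYF5*, *PENK*, and ENSGALG00010009589 (satellite cell-like).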

How the deposited data were processed for this re-analysis (not part of the article)

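The deposited files hold, for each of 2 libraries, UMI counts per gene and barcode as the authors obtained them with Cell Ranger v7.1.0 on GRCg7b with mitochondrial genes added manually. No normalization had been applied to these counts. Both libraries were made with 3' chemistry from peritoneal tissue of 10 birds aged 40 days, and with 1 library per group there are no replicates. The shallowest of 7157 barcodes in the library labelled HVP held 500 UMIs, and the shallowest of 6981 in the library labelled Normal 501.

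The cell filters, the clustering, the markers, the gene lists, the thinning, the comparison with Table S5, and all alternatives not described as added were fixed before the data were examined. Tables S4 and S5 and the figures of the paper had been seen before the rule for named genes was written. That rule names the genes of the paper's single-cell part and figures, the 5 genes with the largest ratio in each direction between melanocyte-like cells of the libraries with at least 50 UMIs, and the 5 genes with the largest ratio between melanocyte-like cells and other cells.

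Cells with more than 1000 genes were kept, and genes found in at least 3 cells entered the clustering. Seurat 5.3.0 was used with log normalization, 2000 variable genes without *DCT*, *TYR*, and *TYRP1*, 20 principal components, and Louvain clustering at a resolution of 0.2, where the paper used version 3.2.2. Doublets were called with Scrublet through scanpy 1.11.5 on all barcodes and were not removed. Among kept cells, 5 were called in the library labelled HVP and 130 in the library labelled Normal.

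Markers were fixed for 20 cell types, of which the cycling markers were not used for names. The 13 melanocyte markers were *PMEL*, *MLANA*, *SOX10*, *TRPM1*, *GPNMB*, *SLC45A2*, *OCA2*, *SLC24A5*, *GPR143*, *MLPH*, *KIT*, *EDNRB2*, and *MITF*. For the other named classes, examples are *COL1A1*, *DCN*, *LUM* (fibroblast), *PECAM1*, *CDH5*, *KDR* (blood endothelial), *PROX1*, *FLT4*, *LYVE1* (lymphatic endothelial), *SCX*, *TNMD*, *FMOD* (tenocyte), *RGS5*, *KCNJ8*, *ABCC9* (pericyte), *ACTA2*, *DES*, *MYH11* (smooth muscle), *CSF1R*, *C1QA*, *MARCO* (myeloid), *CD3D*, *CD3E*, *CD247* (T cell), *WT1*, *KRT18*, *LRRN4* (mesothelial), *CDH19*, *ERBB3*, *S100B* (Schwann), and *PAX7*, *MYF5*, *MYOD1* (satellite cell). The details of the naming rule were set after the clusters had been seen. A marker counted when its CPM ratio to the other cells, with 1 UMI added on each side, was at least 2 and at least 10% of the cluster's cells had it. A cluster took the name of the type with the largest share of its markers, with at least 3 of them. It stayed unnamed when another type had more markers among its 10 leading genes with at least 20 UMIs, when at least 3 markers of a second leukocyte type counted, or when its cells were far shallower than the library.

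Raw UMIs were summed over the cells of a class and divided by the total of these cells. Sums have exact Poisson intervals, shares Clopper-Pearson intervals, and ratios conditional binomial intervals at 95%, and no test was made. For shares of cells with a UMI, each cell was thinned to 2000 UMIs, or to 1000 UMIs as an alternative, with seed 20251123, and shallower cells were left out. Gene lists were the 15 pigment genes, 15 ECM genes, 15 Wnt genes, ribosomal protein genes by symbol, and 14 dissociation genes. List medians used genes with at least 10 UMIs, intervals from 1000 redrawn counts, and 10000 random lists drawn from the 50 genes nearest in expression to each member. W-linked genes were those the reference table places on chromosome W, 170 genes, of which 6 are in the files by symbol. Positions come from the RefSeq table of GRCg7b by symbol, where 12749 of 14186 symbols matched.

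The ratios and list percentiles were tested on simulated data with known changes. Of 200 changed genes, 96.5% had the true ratio inside the interval, as had 96.0% of 2890 unchanged genes. The simulated counts were independent Poisson draws of sums, the form that the intervals assume, without spread between cells. This coverage therefore cannot show whether the intervals are wide enough where the UMIs of a gene gather in few cells. A list changed 2-fold reached percentile 100, unchanged lists had a median percentile of 51.3, and 2% of them fell outside the central 95%.

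Alternatives were other cell filters, other resolutions, clustering both libraries together, doublets left out, cells defined by UMIs of at least 3 melanocyte markers, TMM scaling, totals without ribosomal protein and mitochondrial genes, the mean over cells, Seurat's average log2 fold change, and thinning. Added after seeing the data were a limit of more than 200 genes, a filter of more than 200 and fewer than 4000 genes with under 8% of UMIs in 37 genes with consecutive identifiers around the mitochondrial ones, and leaving out the cells with the top 5% of Scrublet scores. Pathway enrichment was not run because no pathway database was used here. Bulk RNA sequencing, genotypes, and cell culture experiments of the paper were not analysed here.

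Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3, and edgeR 4.0.16 for TMM factors.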

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

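For *PMEL*, the test on another cell type, and for ENSGALG00010000005, the test as the whole cause, were chosen only after the result was seen.

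*PMEL* had the largest ratio of all compared genes between the melanocyte-like cells, 6.50, in the library labelled Normal over the library labelled HVP. The paper's single-cell part does not treat this gene. Free RNA is argued against, because *PMEL* in blood endothelial-like cells of the library labelled Normal reached only 0.0331% of its value in melanocyte-like cells. Cells of another type among the melanocyte-like cells of the library labelled HVP would dilute *MLPH* as well, but the *MLPH* interval ended at 0.901. *PMEL* was also used to find the cells, and with cells found by at least 3 other markers the ratio was 5.91 (5.07 to 6.91; 69 against 100 cells), so this choice is not the cause. At 2000 UMIs per cell, 88.5% and 36.2% of melanocyte-like cells had a *PMEL* UMI. A difference in preparation between the libraries cannot be separated from the group with 1 library each, and a biological difference in pigment cells was not tested and stays open.

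ENSGALG00010000005 had a ratio of 0.176 in the melanocyte-like cells, 617 against 3501 CPM. In all other kept cells it was also lower in the library labelled Normal, at 0.532 (0.527 to 0.538), so part of the pattern is in line with a difference between the libraries in all cells. This is argued against as the whole cause, since the interval in the melanocyte-like cells ended at 0.211. The gene has no symbol and lies within the 37 consecutive identifiers around the mitochondrial genes. What lowers it further in melanocyte-like cells stays open.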

How the results depend on the processing

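The filter on the 37 genes, its combination with Seurat's value, and the filter on the top 5% of Scrublet scores were chosen only after the result was seen. No paired analysis was possible because both libraries carry replicate number 1 and the groups share fewer than 2 numbers, and no test was made in any case. Of 445 comparisons with an alternative, 351 kept the value within its bounds, 90 moved it, and 4 were counted as reversing its direction. Values that crossed 1 inside an interval already including 1 were counted as kept. Examples are *TYRP1* over all kept cells (0.987, mean over cells) and dissociation genes in mesothelial-like cells (1.005, TMM scaling). Among the counted reversals, that of dissociation genes over all kept cells to 0.994 had an interval that included 1 (0.987 to 1.001). A class absent under a setting gave no value there.

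With 300 to 4000 genes and under 5% mitochondrial UMIs, 3686 and 3726 cells were kept in the library labelled HVP and the library labelled Normal. Blood endothelial-like cells made up 5.37% and 12.1% and fibroblast-like cells 31.5% and 31.7%. The fall of the endothelial-like share follows from the limit, which removes most cells of this class. Melanocyte-like cells numbered 62 in the library labelled HVP and were 1.69% of the library labelled Normal. Between melanocyte-like cells *DCT* was at 5.36. Over all kept cells the ratios were 6.61 for *DCT*, 4.69 for *TYR*, and 1.67 for *TYRP1*. The median log2 ratio of ECM genes was -3.75 against other cells and -0.73 between libraries, that of ribosomal genes 0.54 and 0.12, and that of Wnt genes -0.66 against other cells. For dissociation genes the ratio was 0.994 over all kept cells, with an interval that included 1 (0.987 to 1.001). It reversed to 0.880 in blood endothelial-like cells and was 1.08 in melanocyte-like cells. Cells with a W-linked UMI were 82.5% and 72.4%. For all but the endothelial-like share the cause was not tested.

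With more than 500 genes, 6829 and 6656 cells were kept, endothelial-like cells were 23.9% and 27.6%, and fibroblast-like cells 21.9% and 32.5%, so that endothelial-like cells became the largest class of the library labelled HVP. All barcodes gave 7157 and 6981 cells. With Scrublet doublets left out, 5334 cells and a fibroblast-like share of 35.0% remained in the library labelled Normal. Fibroblast-like cells were 34.9% of that library at a resolution of 0.1. In the library labelled HVP they were 36.0% at a resolution of 0.5 and 36.1% with the libraries clustered together. The cause was not tested.

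Seurat's value as a ratio was 2.39 for *DCT* and 2.45 for *TYR* between melanocyte-like cells, and 6.33 for *DCT*, 4.37 for *TYR*, and 6.40 for *TYRP1* against the other cells. This compression follows from the 1 added to each class mean before the logarithm. Thinning to 1000 UMIs gave 2.07 for *DCT*. The mean over cells moved the ECM genes against the other cells to -3.58. TMM scaling took the dissociation ratio to 0.979 over all kept cells and to 0.988 in fibroblast-like cells. It shifts all genes of a class by the same factor, and *DCT* over all kept cells went from 2.57 to 2.41 as well. These reversals therefore follow from the scaling and say nothing about the dissociation genes in particular. For thinning and the mean over cells the cause was not tested.

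The added filter on the 37 genes kept 4746 and 5048 cells. Endothelial-like cells were 7.92% and 16.3% and fibroblast-like cells 27.9% and 35.6%. With Seurat's value, the same filter gave 5.62 for *DCT*, 4.42 for *TYR*, and 5.87 for *TYRP1* against the other cells. Leaving out the top 5% of Scrublet scores kept 5565 and 5190 cells.

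The shares with a *DCT* UMI, the median of the pigment list, and the *TYRP1* ratio between melanocyte-like cells stayed within their bounds under all alternatives. Even so, the *TYRP1* interval reached 1 under 2 of them, with cells defined by at least 3 markers (1.19) and with thinning to 1000 UMIs (1.63). The percentile of the pigment list ran from 83.0 to 100. For 8 single genes, 78 of 87 comparisons stayed the same, and none reversed. *PMEL* ranged from 5.24 to 9.47, *TMEM164* from 3.07 to 4.12, *TTR* from 3.15 to 6.03, ENSGALG00010000005 from 0.176 to 0.262, and ENSGALG00010000003 from 0.182 to 0.236. The lowest genes ranged most, *EBF2* from 0.0650 to 0.377, *IL17REL* from 0.0294 to 0.166, and *SLC23A2* from 0.156 to 0.383. For 15 shares of other classes, 96 of 120 stayed the same and 24 moved.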

Differences from the paper's values

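The filter on the 37 genes, alone or with Seurat's value, was chosen after seeing values. The paper's results give an approximate 2.5-fold increase for *DCT*, *TYR*, and *TYRP1* with Fig. 7d, a plot of cluster 6 of the HVP group, and its abstract gives 2.5-fold for *DCT* between melanocytes of the groups. The paper's methods set each cluster against all other cells, and they also name comparisons between clusters. Fig. 7d was therefore read here as cluster 6 against the other cells of its group, which the paper does not state. The text does not name the scale of the value, so it is set beside each comparison below, and a difference can be one between unlike cells or scales. A value is called different when it lies beyond 1.5-fold of 2.5.

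For *TYR* between melanocyte-like cells of the libraries, the value here was 4.13 and the paper's 2.5. It did not differ with cells defined by at least 3 markers (3.27) or with Seurat's average log2 fold change (2.45), both set before the data were examined. It differed with 300 to 4000 genes (5.44), with more than 500 genes (4.30), with doublets left out (4.35), with the mean over cells (4.29), with totals without ribosomal protein and mitochondrial genes (4.16), with thinning to 2000 UMIs (4.31) or 1000 UMIs (6.38), and with 4.13 for TMM, for the variable genes kept whole, for both other resolutions, and for clustering together.

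For *TYRP1* between melanocyte-like cells, the value was 1.50 and the paper's 2.5, and it differed under all alternatives, from 1.19 to 1.63. For *TYRP1* over all kept cells, the value was 1.12 and the paper's 2.5, which the paper does not state for all cells. Here only 300 to 4000 genes with under 5% mitochondrial UMIs (1.67) did not differ, and the others set before the data were examined, from 0.987 to 1.14, did.

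Against the other cells of the library labelled Normal, the ratios were 1568 for *DCT*, 866 for *TYR*, and 3023 for *TYRP1*, where the paper's value is 2.5 for each. They differed under all alternatives, including Seurat's value as a ratio (6.33, 4.37, and 6.40). As log2 values Seurat's average fold changes were 2.66, 2.13, and 2.68, next to about 2.5, 2.0, and 2.6 in Fig. 7d, read by eye. With the filter on the 37 genes, chosen after seeing values, they were 2.49, 2.14, and 2.55.

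The values for *DCT* between melanocyte-like cells (3.43) and for *DCT* (2.57) and *TYR* (2.69) over all kept cells did not differ from the paper's 2.5, nor did they under the other alternatives set before the data were examined, except with 300 to 4000 genes and under 5% mitochondrial UMIs (5.36, 6.61, and 4.69). The paper's cell numbers are 4746 for the normal group and 5053 for the HVP group, and those here 5866 and 5464 in the libraries that matched these groups. The filter on the 37 genes, chosen after seeing values, gave 4746 and 5048. Melanocyte-like cells numbered 95 and 62, with 93 and 76 in the paper, and cells with at least 3 markers 100 and 75. Named classes numbered 12 and 9, with the paper's 10 and 9 cell types.

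Several genes on Fig. 6 were highest in another class than the paper's label. *ADIPOQ* (3614 CPM, in 99.1% of cells) and *AOC3* (191 CPM), shown for adipocytes, were highest in pericyte-like cells of the library labelled HVP. This cluster counted 4 of 4 pericyte markers but also 3 adipocyte markers, of which blood endothelial-like cells counted 4. Its 10 leading genes held 1 pericyte marker and 1 marker of another type, so the paper's label is not excluded. *CHODL* (104 CPM in the library labelled HVP, 107 CPM in the library labelled Normal), shown for chondrocytes, was highest in tenocyte-like cells, as was *PTHLH* (90.6 CPM). *HS3ST1* (235 CPM), shown for mast cells, and *ITGA8* (425 CPM), shown for smooth muscle, were highest in fibroblast-like cells. *RELN*, shown for neurons, was highest in lymphatic endothelial-like cells of the library labelled HVP (2395 CPM) and in Schwann-like cells of the library labelled Normal (1271 CPM), where *CTNNA3* (973 CPM) was highest too. *CTTNBP2* (555 CPM) and *PPP1R9A* (267 CPM), shown for neurons, were highest in Schwann-like cells, and *PODXL* (1248 CPM), shown for endothelial cells, in mesothelial-like cells. *HGF* (119 CPM), shown for fibroblasts, *C7* (341 CPM), shown for preadipocytes, and *SRGN* and *PTPRC*, shown for natural killer T cells, were highest in unnamed clusters and are not set against the paper's labels. The cluster with most *HGF* and *C7* had fibroblast as its nearest type, and that with most *SRGN* and *PTPRC* carried myeloid and T cell markers. *SOX18* (303 CPM), shown for endothelial cells, was highest in lymphatic endothelial-like cells, which are endothelial as well. *PI16* is not listed by that symbol. Genes shown for melanocytes (*GPNMB*, *TRPM1*, *TYRP1*, *DCT*, *TYR*), T cells (*CD3D*, *CD3E*), satellite cells (*MYF5*, *CDH15*), smooth muscle (*DES*, *ACTA2*), endothelial cells (*FLT1*, *ADGRL4*), and fibroblasts (*SCARA5*, *CTHRC1*, *WISP1*) were highest in the class of that name here.

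The paper calls fibroblasts the predominant cell type, and fibroblast-like cells were the largest class here too, at 24.0% and 28.2%. With more than 500 genes, blood endothelial-like cells (23.9%) exceeded fibroblast-like cells (21.9%) in the library labelled HVP. The paper states a significant increase in *DCT* from violin plots of all cells. Its statistics section names an independent sample *t*-test for comparisons of groups in general, not for this plot, and 1 library per group leaves no replicates other than cells. The direction for *DCT* here is the paper's when the libraries are matched by gene numbers and the opposite when they are read by label.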

Other observations

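The tests on free RNA, on another cell type, on 1 cell, and on *DCT*-positive cells for *DCT* were chosen only after the result was seen. So were the marker count for *RELN*, the depth test for *TYRP1*, and the comparison for the whole cause of the ECM difference.

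The libraries carry labels opposite to the paper's groups in their number of genes. The normal sheet of Table S5 implies 20357 genes, and the library labelled Normal reaches 20219 genes at most. This is in line with exchanged titles. The file names of each library also carry the group that it matched. Because the rule set for this question was not fully met, an exchange within the paper's tables and numbers instead stays open. Such an exchange would require exchanged file names as well.

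*DCT* and *TYR* had more CPM in the melanocyte-like cells of the library labelled Normal. Depth is argued against, since at 2000 UMIs per cell 39.3% of cells had a *DCT* UMI there with an interval above that of the other library. Free RNA is argued against, with *DCT* in blood endothelial-like cells at 0.0834% of its value in melanocyte-like cells. Other cells mixed into the library labelled HVP would lower *MLPH* too, and its interval ended at 0.901. Without the cell with most *DCT* UMIs in each library (10 UMIs in the library labelled Normal and 16 in the library labelled HVP) the ratio was 4.27 (2.97 to 6.23). A rise of pigment genes as a list cannot be told apart from chance draws, at percentile 96.6, just short of the bound set for it, and at 83.0 and 100 under other settings. Among cells with a *DCT* UMI the ratio was 1.27 (31 against 18 cells), with an interval that included 1 and ended at 1.77. Choosing cells with at least 1 UMI makes the groups alike, so more cells with *DCT* and more *DCT* per cell cannot be told apart. Preparation and group cannot be told apart with 1 library each, and a regulatory difference in melanocytes is a hypothesis that was not tested.

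*TYRP1* had more CPM there as well, 489 against 326, from fewer UMIs, 107 against 132. Depth is argued against, since with every cell at 2000 UMIs the ratio was 1.54 with an interval from 1.08 to 2.21, and the cells of the library labelled Normal were the shallower ones. At 1000 UMIs, with fewer UMIs left, the ratio was no smaller, 1.63, but its interval of 0.968 to 2.75 included 1. The shares of cells with a *TYRP1* UMI, 36.1% and 21.3%, did not differ beyond their intervals at this depth. With cells defined by at least 3 markers the ratio was 1.19 with an interval that included 1, so whether the difference holds beyond the choice of cells stays open.

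The ECM genes were lower in the melanocyte-like cells of the library labelled Normal. Free RNA of other cells is in line with part of it, although the expression of these cells was not separated from it, since *COL1A1*, *COL1A2*, and *COL3A1* were also lower in blood endothelial-like cells, at 0.548. The ratio of these collagen genes in melanocyte-like cells was lower, at 0.358, with an interval that ended at 0.388. Whether free RNA is the whole cause cannot be decided from this. Own expression of the blood endothelial-like cells is part of the 0.548, so the ratio of free RNA alone is not known. Whether anything else contributes stays open.

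Blood endothelial-like cells formed the largest cluster of each library. A limit of 5% on mitochondrial UMIs would keep 12.7% of them and 70.8% of the other cells in the library labelled HVP, and 28.0% and 72.2% in the library labelled Normal. Their size is in line with the absence of such a limit. Whether these cells are damaged or rich in mitochondria was not tested.

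The cluster with most *RELN* in the library labelled HVP counted 7 lymphatic endothelial markers, with *RELN* itself among them, and 0 neuron markers. Its name was set from these same markers, so the count is no separate test of its type.

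UMIs of W-linked genes were found in 84.8% of kept cells in the library labelled HVP and 78.8% in the library labelled Normal, and in 59.2% and 62.2% at 2000 UMIs per cell with 80 and 189 cells left out. Of these UMIs, 69.6% and 72.6% were of *HINTW*. Because thinning changes the order, none is read. Dissociation genes had a ratio of 1.28 in blood endothelial-like, 1.21 in Schwann-like, 1.15 in smooth muscle-like, 1.13 in tenocyte-like, 0.971 in pericyte-like, 0.962 in mesothelial-like, and 0.922 in satellite cell-like cells, so the classes did not move alike, and with 300 to 4000 genes and under 5% mitochondrial UMIs the endothelial-like ratio was 0.880. Handling was not separated from expression or composition.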
